# ABAP1 Plays a Role in the Differentiation of Male and Female Gametes in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2021.642758

**Published:** 2021-02-10

**Authors:** Luiz M. Cabral, Hana P. Masuda, Helkin F. Ballesteros, Janice de Almeida-Engler, Márcio Alves-Ferreira, Karen L. G. De Toni, Fernanda M. Bizotto, Paulo C. G. Ferreira, Adriana S. Hemerly

**Keywords:** male gametophyte differentiation, female gametophyte differentiation, ABAP1, DNA replication, TCP, ADAP

## Abstract

The correct development of a diploid sporophyte body and a haploid gametophyte relies on a strict coordination between cell divisions in space and time. During plant reproduction, these divisions have to be temporally and spatially coordinated with cell differentiation processes, to ensure a successful fertilization. Armadillo BTB Arabidopsis protein 1 (ABAP1) is a plant exclusive protein that has been previously reported to control proliferative cell divisions during leaf growth in Arabidopsis. Here, we show that ABAP1 binds to different transcription factors that regulate male and female gametophyte differentiation, repressing their target genes expression. During male gametogenesis, the ABAP1-TCP16 complex represses *CDT1b* transcription, and consequently regulates microspore first asymmetric mitosis. In the female gametogenesis, the ABAP1-ADAP complex represses *EDA24-like* transcription, regulating polar nuclei fusion to form the central cell. Therefore, besides its function during vegetative development, this work shows that ABAP1 is also involved in differentiation processes during plant reproduction, by having a dual role in regulating both the first asymmetric cell division of male gametophyte and the cell differentiation (or cell fusion) of female gametophyte.

## Introduction

The life cycle of higher plants alternates between the growth of a diploid sporophytic body and a haploid gametophytic form. The correct development of both generations relies on a strict coordination between cell division and cell differentiation in space and time (Harashima and Schnittger, 2010). The plant body grows mainly as a result of the increase in cell numbers through proliferative and symmetric cell divisions, producing cells of the same size and fate (De Smet and Beeckman, 2011; Rasmussen et al., 2011). In parallel, the formative and asymmetric divisions generate daughter cells of distinct sizes and identities, having an important role in the differentiation of cell types (Kajala et al., 2014).

A proper temporal and spatial coordination between cell division and differentiation during development of both gametophytes is essential for a successful plant reproduction. After meiosis, asymmetric mitotic cell divisions participate in the differentiation of male gametophyte, by forming a large vegetative cell (VC) and a small generative cell (GC) that subsequently divides symmetrically, forming the two sperm cells (Borg and Twell, 2010; Twell, 2011). During female gametogenesis, cell polarity is a key event for the differentiation of the female gametophyte in the mature embryo sac, which is finally composed of seven cells: three antipodal cells at the chalaza; two synergids and the egg cell at the micropyla; and a central cell (Drews and Koltunow, 2011; Schmid et al., 2015). Although the cellular dynamics of male and female gametogenesis are well described, the underlying molecular and biochemical mechanisms temporally coordinating both processes remain to be elucidated.

G1/S transition is a key point of coordination between cell division and cell differentiation homeostasis (Sablowski and Carnier Dornelas, 2014). RETINOBLASTOMA-RELATED 1 (RBR1) is a key regulator of G1/S transition in *Arabidopsis*, having a critical role in integrating cell proliferation and differentiation during *Arabidopsis* sporophyte development (Berckmans and De Veylder, 2009; Harashima and Sugimoto, 2016). During leaf development, RBR1-E2F complex acts as a repressor of cell division in proliferating cells, inhibits the transition into endocycle entry, and prevents ectopic division and recurrent differentiation of guard cells (Park et al., 2005) by repressing the expression of a pre-replication complex (pre-RC) member – CDC6 - and other S-phase genes (Desvoyes et al., 2006). In *Arabidopsis* roots, RBR1 functions through associations with other proteins, by promoting cell differentiation in the root meristem and regulating asymmetric cell division in *Arabidopsis* root stem cell niche (Cruz-Ramírez et al., 2012; Weimer et al., 2012). Besides mediating female germline specification by repressing WUSCHEL (WUS) in megaspore mother cell, RBR1 is also involved in the control of both male and female gametophyte development, as *rbr1-1* mutants showed supernumerary nuclei in the embryo sac and in pollen grains (Ebel et al., 2004; Chen et al., 2009; Zhao et al., 2017).

Armadillo BTB *Arabidopsis* Protein 1 (ABAP1) is another central player at G1/S transition in *Arabidopsis* through its dual role in the regulation of DNA replication and transcription. During *Arabidopsis* vegetative development, ABAP1 acts by balancing rates of proliferative cell divisions during leaf growth, through negatively regulating DNA replication and transcription, in a mechanism that controls the DNA replication factor CDT1a/b availability and consequently, the assembly of pre-RC (Masuda et al., 2008). In this work, we assessed ABAP1’s role during plant reproduction. We showed that *ABAP1* is expressed in both male and female gametophytes and that ABAP1 imbalance impairs both male and female gametogenesis. The fundamental molecular and biochemical mechanisms of action of ABAP1 were determined in the gametophytic development context. Protein pull down, Electrophoretic Mobility Shift Assay (EMSA) and chromatin immunoprecipitation (ChIP) assays revealed that ABAP1 binds to the transcription factors TCP16 (a class I TCP) and ARIA-interacting Double AP2-domain (ADAP, a member of AINTEGUMENTA family), repressing their target genes expression in the male and female gametogenesis, respectively. The ABAP1-TCP16 complex binds to the *CDT1b* promoter to repress its transcription and consequently regulate microspore first asymmetric cell division in the male gametophyte. Besides, the ABAP1-ADAP complex binds to the *Embryo sac Development Arrest 24-like* (*EDA24-like*) promoter, repressing its transcription and regulating polar nuclei fusion to form the central cell in the female gametophyte. Therefore, ABAP1 is involved in the regulation of both formative cell division in male gametophyte and cell differentiation (or cell fusion) in female gametophyte, two processes that are essential for a successful plant reproduction in *Arabidopsis*.

## Materials and Methods

### Plant Material and Growth Conditions

Columbia-0 (Col-0), Landsberg *erecta* (L*er*), *cdt1b*^*KD*^ (SALK_001276), and *eda24-like^*KD*^* (SALK_121133) were obtained from *Arabidopsis* Biological Resource Center (ABRC). ABAP1^OE^, *abap1*^*ET*^ and ABAP1Pro:GUS lines were previously described (Masuda et al., 2008). Homozygous SALK lines were confirmed by PCR genotyping (primers are available in Supplementary Information).

Seeds were surface sterilized (70% ethanol for 2 min, 5% bleach for 10 min, dH_2_O washed for five times), plated in Murashige and Skoog agar plates [4.43 g L^–1^, 0.8% agar (w/v), 1% sucrose (w/v), 0.5 g L^–1^ MES] and kept at 4°C for 2 days prior to transfer to a growth room at 23°C with a 16 h light/8 h dark cycle. After 7 days, *in vitro* plants were transferred to a mixture of soil:vermiculite (2:1) and grown under the same conditions as described above.

### Constructs

The full-length coding regions of *ABAP1, TCP24, CDT1a, CDT1b, TCP16* and *ADAP* were PCR amplified with the specific primers as described in Supplementary Information and cloned into entry vectors pDONR201 or pDONR221. The entry clones were then recombined with destination vectors (pDEST15 and pDEST17 for protein expression in *Escherichia coli*; pDESTDBD and pDESTAD, for yeast two hybrid experiments). Vectors for ABAP1 and TCP24 overexpression in plants are described elsewhere (Masuda et al., 2008). All constructs were made using Gateway Technology (Invitrogen) except for *in situ* hybridization, where 1709 bp of *CDT1a* and 1461 *CDT1b* CDS fragments were cloned into pGEMT Easy Vector (Promega).

### Microscopic Analysis

Plant material was harvested at the indicated developmental stages and fixed with 4% paraformaldehyde in 100 mM sodium phosphate buffer (pH 7.2). Fixed material was processed for historesin or paraplast infiltration and then sectioned; or cleared for DIC microscopy observation. Details of microscopy analyses are available in the Supplementary Information.

### Promoter GUS Experiments and *in situ* Hybridization

Flowers of 6-weeks-old homozygous ABAP1Pro:GUS plants grown in the soil were used for histochemical localization of GUS activity. GUS stained material was observed under light or DIC microscope (Axiophot, Zeiss). For more details, see Supplementary Information.

For *in situ* hybridization, open flowers and flower buds of 6-week-old plants were fixed and hybridized essentially as described previously (de Almeida Engler et al., 2001). Gene-specific sense and antisense probes of *CDT1a* and *CDT1b* genes were labeled using PCR DIG Probe Synthesis Kit (Roche). Probes were detected using an anti-digoxigenin antibody to which alkaline phosphatase had been conjugated (Roche Diagnostics). Images were analyzed in a stereomicroscope.

### Quantitative Real Time PCR (qRT-PCR)

RNA extraction, reverse transcription and semi quantitative real time PCR were performed as described previously with minor modifications (Masuda et al., 2004). Total RNA was extracted from frozen materials (Logemann et al., 1987), treated with RNAse-free Ambion^TM^ DNAse I and first strand cDNA was synthesized using “High Capacity cDNA Reverse Transcription Kit” according to the manufacturer’s instructions (Thermo Fisher Scientific). For qPCR, cDNA was amplified using SYBR-Green^®^ PCR Master kit (Perkin-Elmer Applied Biosystem) on the GeneAmp 9600 thermocycler (Perkin-Elmer Applied Biosystems) under standard conditions. Relative expression was calculated using 2^−ΔΔCT^ method with *UBQ14* as constitutive gene. qPCR values are means from three technical replicates and at least two biological replicates. Primer sequences for all genes used in qPCR are listed in Supplementary Information.

### Microarray Experiment

Microarrays were based on the *Arabidopsis* Genome Oligo Set version 1.0 (Operon), manufactured as previously described (Wellmer et al., 2004) and were kindly donated by Dr. Elliot Meyerowitz (Caltech, United States). Plant material, RNA extraction, antisense RNA labeling, raw data processing and data analyses are described in Supplementary Information. Microarray data was deposited in Gene Expression Omnibus (no. GEO: GSE164480, GSM5011985).

### Yeast Two-Hybrid Assay

Yeast two hybrid assay was carried out essentially as described by Masuda et al. (2008). Pairs of interacting proteins were cloned in both AD and DBD vectors and assayed for yeast two hybrid to reduce false positive results. For details, see Supplementary Information.

### *In vitro* Protein Interaction Assay (GST-Pull Down)

ABAP1-GST, AtTPC24-GST, TCP16-HIS and ADAP-HIS were expressed in *E. coli* strain BL21 as described previously (Chekanova et al., 2000), with modification in the lysis buffer [25 mM Tris, pH 8.0, 1 mM EDTA, 10% glycerol, 50 mM NaCl, 0.1% Triton X-100, 1 mM phenylmethylsulfonyl fluoride (PMSF), 10 mM leupeptin, and 75 mM aprotinin]. GST-pull down analyses were carried following a protocol described elsewhere (Tarun and Sachs, 1996). For details, see Supplementary Information.

### Electrophoretic Mobility Shift Assay (EMSA)

Electrophoretic mobility shift assays were performed essentially as described previously (Masuda et al., 2008). Details on experimental procedure and sequences probes are available in Supplementary Information.

### Chromatin Immunoprecipitation (ChIP), PCR Amplification and qRT-PCR Experiment

Flower buds of wild-type (Col-0) and ABAP1^OE^ were collected, fixed in 1% formaldehyde under vacuum for 15 min followed by 5 min incubation in 100 mM glycine to stop the crosslinking, frozen in liquid nitrogen and then stored at −80°C. Chromatin isolation and immunoprecipitation was carried out as described before (Gendrel et al., 2005) with minor modifications (an extra 5 min wash was added at each washing step). Anti-ABAP1 polyclonal antibody described elsewhere (Masuda et al., 2008) was used in the IP step. ABAP1-IP gDNA, input gDNA and mock-IP gDNA were used in PCR amplification using primers specific to promoter and coding regions of *EDA24-like*, *CDT1a* and *CDT1b*. Whole cell extract, immunoprecipitated WT and immunoprecipitated ABAP1^OE^ materials were used in qRT-PCR. For ChIP-qPCR, ChIP DNA was analyzed by qPCR using the indicated primer pairs (sequences are available in Supplementary Information). Relative enrichment for each fragment was calculated first by normalizing the amount of the amplified DNA fragment with the Actin 2 fragment, and then the ratio of ABAP1^OE^/wild-type was calculated using the following equation: 2^(CtABAP1OE Actin^ ^2–CtABAP1OE ChIP fragment)^/2^(CtWT Actin^ ^2–CtWT ChIP fragment)^. Each PCR was repeated three times, the mean value of technical replicates was recorded for each biological replicate and error bars represent the SD from three independent experiments.

### Accession Numbers

Sequence data from this article can be found at the *Arabidopsis* Genome Initiative database with the following accession numbers: ABAP1 (At5g13060), Actin 2 (At3g18780), UBQ14 (AT4G02890), CDT1a (At2g31270), CDT1b (At3g54710), TCP16 (AT3G45150), EDA24-like (At1g23350), and ADAP/WRI3 (At1g16060).

## Results

### Deregulation of ABAP1 Expression Affects Plant Reproduction

To assess if ABAP1 has a role during plant reproduction processes, plants with increased or reduced expression levels of ABAP1 were characterized. The studies were performed with *Arabidopsis* plants expressing 5- to 17-fold and 2- to 5-fold higher levels of *ABAP1* mRNA and protein, respectively (ABAP1^OE^) and a heterozygous enhancer trap line (*abap1*^*ET*^) showing a two and five fold reduction in *ABAP1* mRNA and protein levels, respectively (Masuda et al., 2008).

Homozygous plants could not be rescued in either the *abap1*^*ET*^ or in the ABAP1^OE^ lines, suggesting that extreme up or down-regulation of *ABAP1* can cause a lethal phenotype. Microscopic analyses of seed development showed that embryogenesis was arrested at pre-globular stage in 32% of the *abap1*^*ET*^ seeds (compare Figures 1C,E with 1D,F). Nevertheless, at later stage (mature green), seeds formed seed coat, and no difference in size and color was observed among the seeds in a complete silique (Figure 1B) when compared to the wild-type silique (Figure 1A). Germination frequency was quantified and 32% of *abap1*^*ET*^ seeds did not germinate, in correspondence with the frequency of arrested embryos observed earlier after fertilization.

**FIGURE 1:**
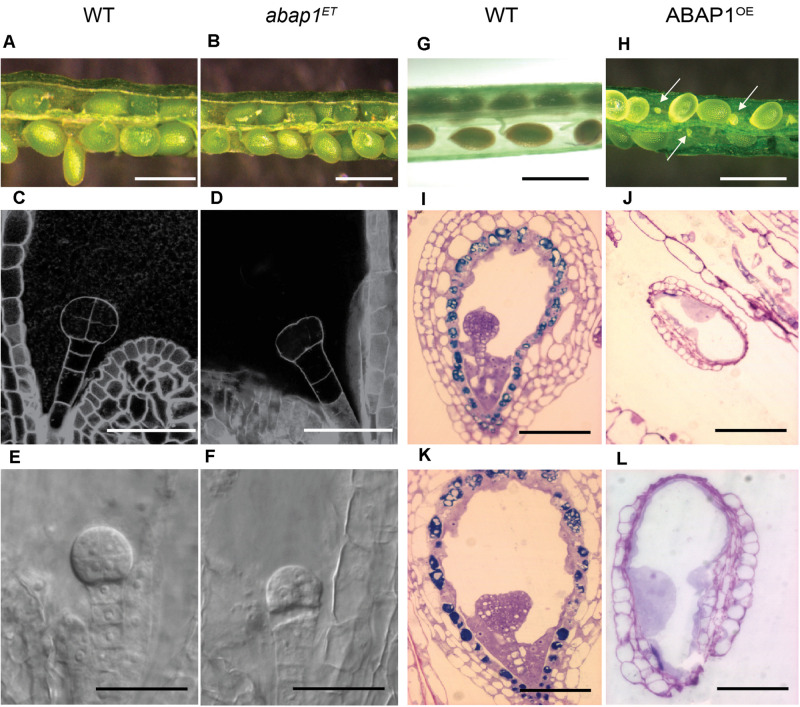
Embryo development in plants with altered levels of ABAP1. Images of siliques at the same developmental stages, comparing embryo and seed development in wild-type (WT) and mutant plants. Left panels **(A–F)** shows comparison between WT and *abap1*^*ET*^ plants. **(A,B)** Open siliques of WT and *abap1*^*ET*^ plants showing normal seed size. **(C–F)** Initial events in embryo development from WT and *abap1*^*ET*^ seeds. Dark field illumination microscopy of WT seeds with embryo at 8 cell stage **(C)**, and *abap1*^*ET*^ seeds with the embryo at the initial zygotic divisions **(D)**. Nomarski microscopy of embryos from WT plants at globular cell stage **(E)** and from *abap1*^*ET*^ plants with defects after the initial zygotic divisions **(F)**. Right panels **(G–L)** shows comparisons between WT and ABAP1^OE^ plants. **(G)** Open WT siliques with normal developing seeds; and **(H)** open ABAP1^OE^ siliques with small and shriveled seeds (arrows). **(I,K)** Micrographs of sections of WT seeds with embryos at globular **(I)** and transition to early heart stages **(K)**. **(J,L)** Micrographs of sections of ABAP1^OE^ seeds that did not develop and/or arrested before fertilization **(J)**. **(L)** is a higher magnification of **(J)**. Scale bars: 1 mm in **(A,B,G,H)**; 20 μm in **(C–F)**; 100 μm in **(I–K)**; and 50 μm in **(L)**. For *abap1*^*ET*^ and WT Landsberg *erecta* background plants, a total of 300 seeds in 15 siliques were analyzed for each genotype. For ABAP1^OE^ a total of 708 seeds were analyzed in 36 siliques, and for Col-0 WT plants 432 seeds were analyzed in 18 siliques.

ABAP1^OE^ plants, however, produced siliques shorter than those in wild- type plants and exhibited an average of 53–62% undeveloped, very small and white colored seeds compared to wild-type plant seeds (Figures 1G,H). The ABAP1^OE^ mutant phenotype was different from the abortion seed phenotype observed in *orc2* (Collinge et al., 2004), *ttn4* (Tzafrir et al., 2002), and *raspberry* (Yadegari et al., 1994) mutants. Microscopic analyses of ABAP1^OE^ siliques indicated that embryogenesis was not seen in the undeveloped seeds, suggesting that either gametogenesis, fertilization or zygote activation was impaired (Figures 1I–L). Abnormal structures within the embryo sac, that could suggest formation of endosperm, were observed in ABAP1^OE^ seeds.

Previous studies on *ABAP1* gene expression have shown high GUS activity in developing flower buds, with strong expression in the ovary and petals (Masuda et al., 2008). qRT-PCR was used to confirm that *ABAP1* mRNA levels were altered in mutant flower buds, showing a 12-fold increase in ABAP1^OE^ and a two-fold reduction in *abap1*^*ET*^ lines (Figure 2A). To determine the spatial localization of *ABAP1* expression in *Arabidopsis* gametogenesis, ABAP1Pro:GUS plants were analyzed. GUS activity was detected overall the ovary (Figure 2B). A time-lapse investigation of GUS activity indicated that *ABAP1* expression remained in the chalaza and in the embryo very early after fertilization (Figure 2C), decreased at mid-heart stage (Figure 2D) and disappeared only during the torpedo stage of embryo development (Figure 2E).

**FIGURE 2:**
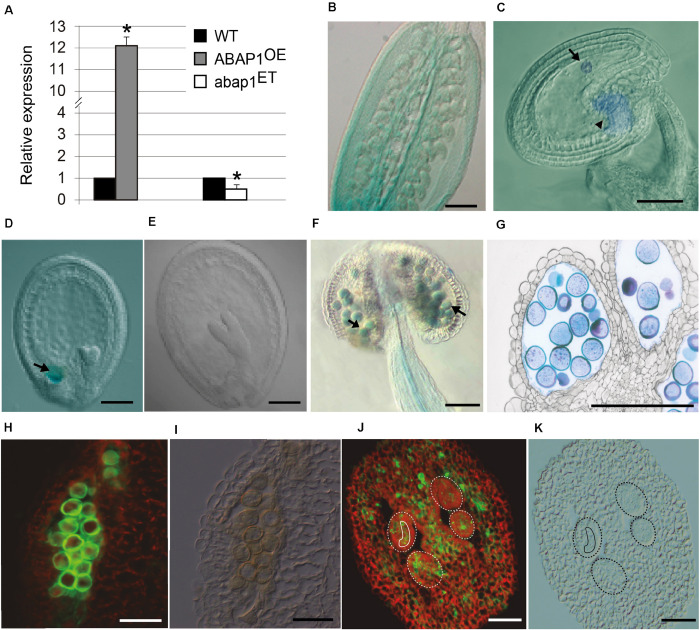
ABAP1 expression in flowers. **(A)** Relative mRNA levels of ABAP1 were determined by qRT-PCR in wild-type, ABAP1^OE^ and abap1^ET^ flowers. Data were normalized with UBQ14 as reference gene and were compared with wild-type. Data shown represent mean values obtained from independent amplification reactions (*n* = 3) and biological replicates (*n* = 2). Each biological replicate was performed with a pool of 15 inflorescences. Bars indicate mean ± standard error of biological replicates. A statistical analysis was performed by *t*-test (*p*-value < 0.05). Asterisks (*) indicate significant changes. **(B–G)** Nomarski microscopy of cleared tissues. **(B)** promABAP1:GUS activity in the ovary prior to fertilization. **(C)** promABAP1:GUS activity early after fertilization. Arrow and arrowhead point to embryo and chalaza expression, respectively. **(D)** Decrease in GUS activity in embryos of 72 h (heart stage). The expression in the chalazal chamber, however, remains (arrow). **(E)** In torpedo stage, GUS activity is not seen neither in the embryo or chalaza. **(F)** promABAP1:GUS activity in anthers. Arrow points to GUS activity in pollen. **(G)** Cross section of anthers with promABAP1:GUS activity in pollen. **(H,J)** Localization of ABAP1 protein by epifluorescence of reproductive tissues using anti-ABAP1 antibodies conjugated with Alexa Fluor 488 and **(I,K)** corresponding DIC microscopy. **(H,I)** ABAP1 protein localization in a pollen sac cross section. **(J,K)** ABAP1 protein localization in cross section of ovary and ovules. Dashed lines indicate the perimeter of ovules and the full line is around the embryo sac. The scale bars correspond to 100 μm in **(B)**, 20 μm in **(C–G)**, and to 10 μm in **(H–K)**.

During male gametogenesis, GUS assays indicated that *ABAP1* is expressed in pollen and is regulated according to its developmental stage, since it appears only after microsporogenesis. Thus, ABAP1 is present during pollen differentiation, around stage 10–11 of anther development (Figures 2F,G), when the first mitotic asymmetric cell division occurs (Sanders et al., 1999).

ABAP1 expression in wild-type was also confirmed by immunolocalization in pollen (Figures 2H,I) and ovary, including the ovules and embryo sac (Figures 2J,K) by using anti-ABAP1 antibodies conjugated with Alexa Fluor 488. During male gametogenesis, immunolocalization experiments suggest that ABAP1 is initially present at low levels in the tetrads. As gametogenesis proceeds, higher levels of ABAP1 are observed in the vacuolate stage of microspore, before the first mitotic division. Then, its levels decrease at subsequent stages of gametogenesis (Supplementary Figure 1). Immunolocalization of ABAP1 protein was also analyzed in ABAP1^OE^ plants (Supplementary Figure 2) confirming that plants overexpressing *ABAP1* under the control of the 35S promoter have a higher fluorescence signal in the reproductive organs, including the male and female gametophytes (Supplementary Figures 2C–H), when compared to the wild-type plant (Supplementary Figures 2A–F). Immunofluorescence controls without anti-ABAP1 antibody or using pre-immune serum did not show fluorescent signal (Supplementary Figures 2I–P).

Altogether, the data showed that ABAP1 has a very specific spatial and temporal expression during the gametophytic phase and that its deregulation affects plant reproduction. Down regulation of ABAP1 disturbed initial mitotic cell divisions in the embryo formation after fertilization, possibly due to its essential role in DNA replication and mitotic cell division. On the other hand, plants with higher levels of ABAP1 lacked developing embryos in the shriveled seeds, suggesting that either fertilization or zygote activation is defective in ABAP1^OE^. Because ABAP1 is a transcriptional repressor, higher levels of ABAP1 could potentially enhance the repression of important genes for these processes or in the gametogenesis, representing a novel role other than the one in proliferative cell division.

### Plants With Ectopic Expression of ABAP1 Have Defects in Pollen Development

To establish the basis for the reduced fertility of ABAP1^OE^ plants, we analyzed whether higher levels of ABAP1 interfered in the different processes of flower development. Defects were found exclusively in male and female gametophytes development.

Optical microscopic analyses were performed at different stages of the male gametophyte development of ABAP1^OE^ and of the wild-type plants (Supplementary Figure 3). The first phenotypic differences were noticed after meiosis, at stage 11 of flower development, when the cytoplasm of some pollen grains from ABAP1^OE^ flowers retracted (Supplementary Figure 3D). At this stage, the first asymmetric mitotic division (Pollen Mitosis I, PMI) is supposed to happen. At stage 12, when the bilocular anther is formed and the pollen grains are mature, 45% of pollen grains were malformed and shriveled in the anthers of the ABAP1^OE^ flowers (Supplementary Figure 3E).

To determine in which stage of male gametogenesis ABAP1^OE^ was affected, nuclei of microspores at different developmental stages of gametogenesis were visualized by DAPI staining. The anthers were collected at stages 10, 11, and 12 of flower development (Smyth et al., 1990), which correspond to male gametophytes with one, two, and three nuclei in wild-type plants, respectively (Figure 3A, upper line and Figure 3B). Male gametophyte of plants with higher levels of ABAP1 presented only one diffuse nucleus, suggesting that they were arrested before Pollen Mitosis I (PMI), the asymmetric cell division that forms the vegetative and generative cells (Figure 3A, middle line). This phenotype resembles the one observed in *cdt1b*^*KD*^ mutants (Figure 3A, bottom line), a pre-RC component and target of ABAP1 regulation mediated by TCP24 (Masuda et al., 2008). Pollen germination assays showed that normal shaped pollen grains from wild-type flowers germinated normally (Figure 3A, upper line), while shriveled pollen from ABAP1^OE^ anthers could not germinate (Figure 3A, middle line). These results suggest that ABAP1 may regulate male gametophyte development at PMI.

**FIGURE 3:**
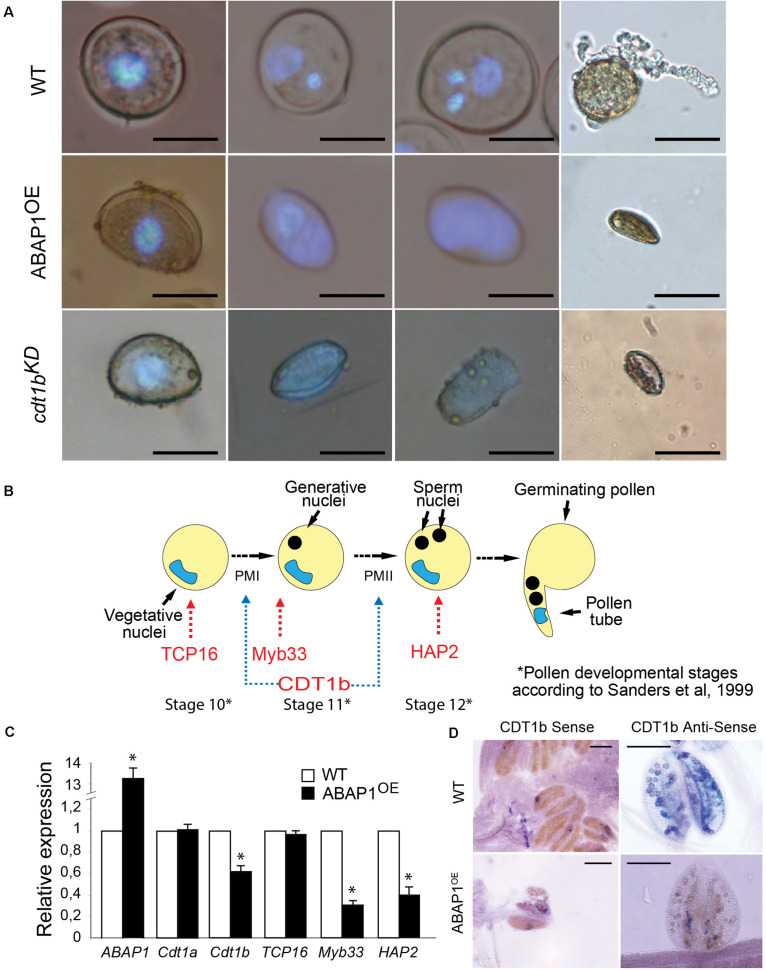
Defective pollen maturation in ABAP1^OE^ plants. **(A)** Pollen grains stained with DAPI in different developmental stages, in WT plants (upper line), ABAP1^OE^ plants (middle line) and *cdt1b*^*KD*^ (bottom line). **(B)** Schematic representation of the series of events taking place after meiosis, during the maturation of the male gametophyte in Arabidopsis. PMI and PMII are the two mitotic divisions necessary for the male gametophyte development. Red arrows indicate marker genes of pollen developmental stages. Blue arrows indicate the stages when CDT1b might be required for mitotic cell division. **(C)** Relative mRNA levels of *ABAP1, CDT1a, CDT1b, TCP16, Myb33*, and *HAP2* were determined by qRT-PCR in wild-type and ABAP1^OE^ anthers at stage 12 of development (according to Sanders et al., 1999). Data were normalized with *UBI14* as reference gene and were compared with wild-type. Each biological replicate was performed with a pool of 50 anthers. Bars indicate mean ± standard error of biological replicates. A statistical analysis was performed by *t*-test (*p*-value < 0.05). Asterisks (^∗^) indicate significant changes. **(D)** *CDT1b* mRNA levels in wild-type and ABAP1^OE^ anthers using whole mount *in situ* hybridization with anti-sense probes. Hybridization signals are seen as purple dots under bright field optics. The scale bars represent 20 μm in **(A)** and 0.2 mm in **(D)**.

### ABAP1 Interacts With TCP16 and Regulates *CDT1b* Levels in the Male Gametophyte

In leaves, ABAP1 negatively regulates mitotic cell divisions by repressing *CDT1a* and *CDT1b* expression, in an association with the transcription factor TCP24 (Masuda et al., 2008). To determine the molecular mechanisms behind ABAP1’s effects on the first mitotic division of pollen development, a mechanism similar to the one regulating mitotic proliferative cell divisions was tested.

The TCP24 transcription factor is not significantly expressed during male gametogenesis, as determined in public microarray datasets; therefore, another TCP partner was searched. TCP16 acts regulating early pollen development, since reduced levels of TCP16 prevented PMI to occur, in a similar phenotype as the one observed in ABAP1^OE^ pollen (Takeda et al., 2006). TCP16 is highly expressed at the polarized microspore stage (Takeda et al., 2006) similar to what was observed to ABAP1 by immunolocalization experiments (Supplementary Figures 1C,D). Therefore, the association of TCP16 with ABAP1 was tested in yeast two-hybrid experiments that showed strong interaction between the two proteins (Figure 4A). The formation of ABAP1-TCP16 complex was further confirmed *in vitro*, in a GST-pull down assay with ABAP1-GST and TCP16-HIS in which TCP16 bound to ABAP1 (Figure 4B, lane 1) but not to GST alone (Figure 4B, lane 2). The ABAP1 interaction with TCP16 in Arabidopsis flowers was demonstrated in a semi *in vivo* HIS-pull down experiment, where HIS-fused TCP16 was added to protein extracts of *Arabidopsis* flowers buds, purified in a nickel column and tested for the presence of ABAP1 with anti-ABAP1 antibody (Supplementary Figure 4A, lane 4).

**FIGURE 4:**
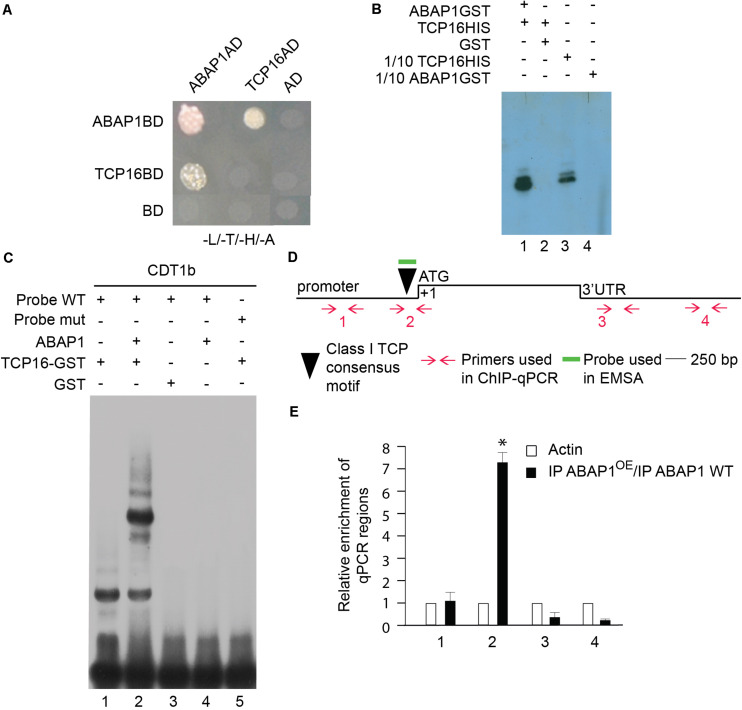
Characterization of the interaction between ABAP1 and TCP16 and their role in transcription. **(A)** Yeast two hybrid interaction assays between ABAP1 and cloned in both AD and BD vectors. Negative controls used DAD and DBD empty vectors. The panel shows conjugated yeasts growing in SD medium lacking leucine, tryptophan, histidine and adenine, for selection of strong protein interactions. **(B)** GST-pull down assay between ABAP1–GST and TCP16-HIS produced in *E. coli*. Western blot analysis used anti-HIS antibody. Lane 1, TCP16-HIS with ABAP1-GST; lane 2, TCP16-HIS with GST alone; lanes 3 and 4, 1/10 inputs of ABAP1-GST and TCP16-HIS, respectively. **(C)** EMSA of ABAP1, TCP16 and the complex TCP16–ABAP1 with wild-type (WT) and mutated (mut) radiolabeled probes of *CDT1b* promoter regions harboring TCP recognition box. Lane 1, TCP16 binds to *CDT1b* WT probe; lane 2, addition of ABAP1 causes a supershift in the TCP16 binding to *CDT1b* WT probe; GST alone (lane 3) or ABAP1 alone (lane 4) do not bind to *CDT1b* WT probe; lane 5, TCP16 does not bind to *CDT1b* mutated probe. **(D,E)** Chromatin immunoprecipitation of wild-type Col (WT) and ABAP1^OE^ flower buds with anti-ABAP1. **(D)** Schematic representation of the amplified regions of *CDT1b*. Black triangle indicates the class I TCP motif, located at position –130 to –136 bp. Red arrows and numbers indicate primers used for ChIP-qPCR assays, and short green line indicates DNA probe used for EMSA. The translational start site (ATG) is shown at position +1. **(E)** Chromatin immunoprecipitated with anti-ABAP1 antibody was analyzed by qPCR using gene-specific primer sets, numbered as indicated in **(D)**. The graph shows the fold enrichment of qPCR amplified regions at the promoter (*1, 2*), and 3’UTR (*3,4*) of *CDT1b*. The fold enrichment of each amplified region was calculated as a ratio between IP ABAP1^OE^ and IP WT of values normalized with values of the *ACTIN 2* promoter. Error bars represent the SD of three biological replicates. Asterisk (^∗^) indicates significant difference from the enrichment according to Student’s *t* test (*p*-value < 0.05). IP, immunoprecipitated with anti-ABAP1 antibody.

Next, mRNA levels of *CDT1a* and *CDT1b*, two pre-RC genes whose expression levels are regulated by ABAP1-TCP24 in leaves, were investigated by qRT-PCR in mature anthers. *TCP16* and two pollen developmental markers of pollen mitosis, *Myb33* (Plackett et al., 2011) and *HAP2* (von Besser et al., 2006), were also included in the analysis (Figures 3B,C). The results showed that in ABAP1^OE^ anthers, the expression level of *TCP16* and *CDT1a* were normal, while the levels of *CDT1b, Myb33* and *HAP2* were significantly reduced (Figure 3C). The reduction of *CDT1b* mRNA levels in pollen of ABAP1^OE^ compared to levels in control plants was also confirmed by whole mount *in situ* hybridization assays in anthers (Figure 3D). The expression data corroborates the cellular analysis, supporting that the male gametophyte was arrested before PMI in ABAP1^OE^ plants, as *CDT1b, Myb33*, and *HAP2* were down regulated, and that TCP16 might participate in this control since its expression level is normal.

Remarkably, a consensus sequence for class I TCPs interaction (TGGGNCC) (Viola et al., 2011) is found in the promoter region of *CDT1b* (TGGGCCC position −130 to −136 bp), but not in *CDT1a* that harbors only a non-canonical TCP interaction sequence (TGGGCAC position −1,335 to −1,342 bp) (Figure 4D and Supplementary Figure 5). To address the possible cooperation of ABAP1 and TCP16 in the control of *CDT1b* gene transcription, the association between both proteins with *CDT1b* promoter was characterized. The ability of the ABAP1–TCP16 heterodimer to recognize the promoter regions of *CDT1b* was confirmed by electrophoretic mobility shift assay (EMSA) performed with probes containing the class I TCP consensus motif of *CDT1b* (Supplementary Information). TCP16 alone and TCP16–ABAP1 were associated with the wild-type probes (Figure 4C, lanes 1 and 2) but TCP16 alone did not associate with the mutated probe (Figure 4C, lane 5). Neither ABAP1 alone, nor GST associated with the wild-type probe (Figure 4C, lanes 3 and 4). The ABAP1-TCP16 binding to *CDT1b*, but not to *CDT1a* promoter, was confirmed *in vivo* in chromatin immunoprecipitation (ChIP) experiments of chromatin extracts of *Arabidopsis* flower buds, using anti-ABAP1 antibody (Supplementary Figure 5). The results revealed that ABAP1 was associated with regions of *CDT1b* promoter containing the class I TCP consensus motif (Supplementary Figure 5B), but not with *CDT1a* promoter (Supplementary Figure 5A). This interaction was detected in wild-type plants (Supplementary Figure 5B2, lane 3). Higher levels of association were consistently detected in ABAP1^OE^ flower buds when compared to wild-type. The immunoprecipitated material was further amplified by qPCR with four different primer pairs specifically designed to hybridize along the *CDT1b* promoter and 3′UTR regions (Figure 4D). Amplification of IP DNA was significantly higher in the qPCR reactions using the pair of primers that hybridize closer to the class I TCP consensus motif. Amplification dropped as the distance to the TCP motif increased (Figure 4E).

Altogether, the data suggests that up-regulation of ABAP1 levels affects the progression of the first asymmetric cell division during male gametophyte development by associating with TCP16 and repressing *CDT1b* expression in pollen. This mechanism of action was further supported by analyses of pollen development in a *CDT1b* T-DNA insertion line (hereafter referred to as *cdt1b*^*KD*^). *cdt1b*^*KD*^ showed a reduction of around 55% of *CDT1b* expression in anthers when compared to wild-type plants (Supplementary Figure 4B) and presented a similar phenotype as the one observed for ABAP1^OE^ plants, with several shriveled pollen that were unable to germinate and could not undergo the first mitotic asymmetric division (Figure 3A, bottom line).

### Plants With Ectopic Expression of ABAP1 Show Defects in Embryo Sac Development

To test whether defects on female gametophyte development could also be contributing to the reduced fertility of ABAP1^OE^ plants, embryo sac differentiation was analyzed. Flower buds of ABAP1^OE^ plants were emasculated and the embryo sac structure was analyzed at stage 13 of flower development (Smyth et al., 1990). At this stage, seven nuclei were visible in wild-type mature embryo sac corresponding to two synergids and the egg cell in the micropyla, the three antipodal cells in the chalaza and the 2*n* fused nuclei of the central cell in the median portion of the embryo sac (Figures 5A–E). Surprisingly, ovules from ABAP1^OE^ flowers had eight instead of seven nuclei in the embryo sac due to unfused polar nuclei (Figures 5D,E). The polar nuclei were still present in 44% of ABAP1^OE^ ovules in FG6 (seven celled) and FG7 (four celled) stages (Christensen et al., 1997), when the diploid central cell should have been formed (Figure 5F).

**FIGURE 5:**
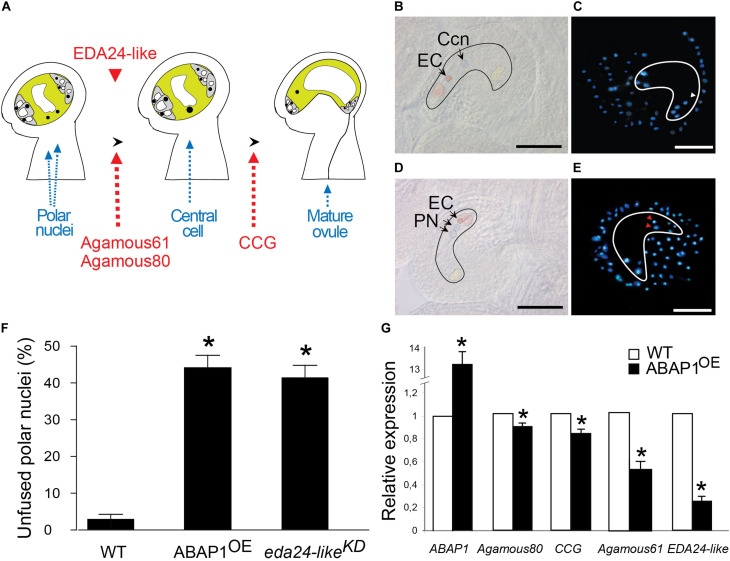
Defective female gametophyte development in ABAP1^OE^. **(A)** Schematic representation of the events taking place during maturation of the female gametophyte. The final embryo sac is a polarized structure with two main distinct regions: the micropyla and the chalaza. Red arrows indicate gene markers of embryo sac developmental stages. Red arrowhead represents the timing of *EDA24-like* expression. **(B–E)** Micrographs of wild-type and ABAP1^OE^ ovules. Embryo sacs and embryo sac cells were artificially outlined for better visualization. DIC microscopy **(B)** and DAPI staining **(C)** of wild-type ovules indicate the central cell nucleus (Ccn and white arrowhead) formed by fusion of the two polar nuclei. DIC microscopy **(D)** and DAPI staining **(E)** of ABAP1^OE^ ovules show two unfused polar nuclei (PN and red arrowheads). EC, egg cell; Ccn, central cell nucleus; PN, polar nuclei. Scale bars at **(B–E)** represent 20 μm. **(F)** Percentage of unfused polar nuclei quantified in emasculated flowers at stage 13 (FG6-FG7) from wild-type Col, ABAP1^OE^ and *eda24-like^*KD*^* plants. For WT, 6 ovaries were analyzed, with a minimum of 25 and a maximum of 39 ovules analyzed per ovary. For ABAP1^OE^, 14 ovaries were analyzed, with a minimum of 25 and a maximum of 36 ovules analyzed per ovary. For *eda24-like*^KD^, 8 ovaries were analyzed, with a minimum of 23 and a maximum of 34 ovules analyzed per ovary. A statistical analysis was performed by *t*-test (*p*-value < 0.05). Asterisks (*) indicate significant changes. **(G)** Relative mRNA levels of *ABAP1, Agamous 80*, *CCG, Agamous 61* and *EDA24-like* were determined by qRT-PCR in wild-type and ABAP1^OE^ flower buds. Data were normalized with *UBI14* as reference gene and were compared with wild-type. Each biological replicate was performed with a pool of 15 flower buds. Bars indicate mean ± standard error of biological replicates. A statistical analysis was performed by *t*-test (*p*-value < 0.05). Asterisks (*) indicate significant changes.

The data suggested that ABAP1 is not required to regulate the mitotic divisions of the female gametogenesis but seems to be important in events regulating nuclear fusion (Figures 5D,E). A possible role of ABAP1 in the female gamete differentiation is further supported by the presence of ABAP1 protein in the embryo sac observed by immunolocalization experiments (Figures 2J,K), as well as its up-regulation in this structure observed in ABAP1^OE^ plants (Supplementary Figures 2E–H).

### ABAP1^OE^ Down-Regulates Expression of Several Genes in Flower Bud

To get insights on the molecular mechanisms underlying the defects of male and female gametogenesis in ABAP1^OE^ plants, transcripts of ABAP1^OE^ and wild-type flower buds were compared in a microarray experiment. 

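Transcripts of ABAP1 OE plants, which express ABAP1 from the constitutive 35S promoter in the Col-0 background, were compared with those of wild-type plants on 2-colour arrays of long oligonucleotide probes. Pools of flower buds at stage 13, the stage the paper reports, were hybridised, and so were open flowers at stage 14 and siliques at stages 15 to 16. RNA was amplified to antisense RNA, coupled to the dyes, and each genotype was labelled with both dyes. The authors combined 3 biological replicates of each stage into 1 log2 ratio of ABAP1 OE over wild type per probe, so there are no replicates to compare in the deposited values and no test or error was computed for any gene. The text of the paper does not name the background correction, normalization or averaging, which are described in a supplement not used here.

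The table held 26545 probes, of which 26474 were for transcripts and 71 were control spots. A ratio was given for 25605 probes in flower buds, 25603 in open flowers and 25598 in siliques, and the median over all probes was 0 at each stage. The scale and the direction of the flower bud ratios were settled by setting them beside the fold changes of Supplementary Table 1, while the direction of the open flower and silique ratios rests on their labels. Ratios came from folds with 2 decimals and were limited to 100-fold, at -6.64 and 6.64. In flower buds 380 probes stood at exactly -2.21, a 4.64-fold lower level, and none at 2.21. The 36 spots named as empty in the array layout had a median of -2.21 in flower buds, and 29 of them (80.6%, 95% exact binomial interval 64.0% to 91.8%) were 4.64-fold or more lower, as were 2.26% of transcript probes.

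In the platform annotation used here, 5784 probes had 1 gene symbol, 7497 had several and 13264 had none. Genes were named from probes with 1 gene symbol, updated through their gene identifiers to the TAIR10.1 RefSeq annotation, which matched 5756 of them, and probes of a gene were averaged, which gave 5413 genes at each stage. Of a list of 23 among the genes that the paper names, *AGL61* had a probe of its own and 21, *ABAP1* included, were on no named probe. A gene was counted as lower or higher at 2-fold, the smallest size in Supplementary Table 1. Where a gene had several probes with different ratios, their SD was typically 0.18 in flower buds, 0.17 in open flowers and 0.27 in siliques (square root of the median variance, values at the limit and its steps left out), which describes probes and not plants.

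**Figure D1:**
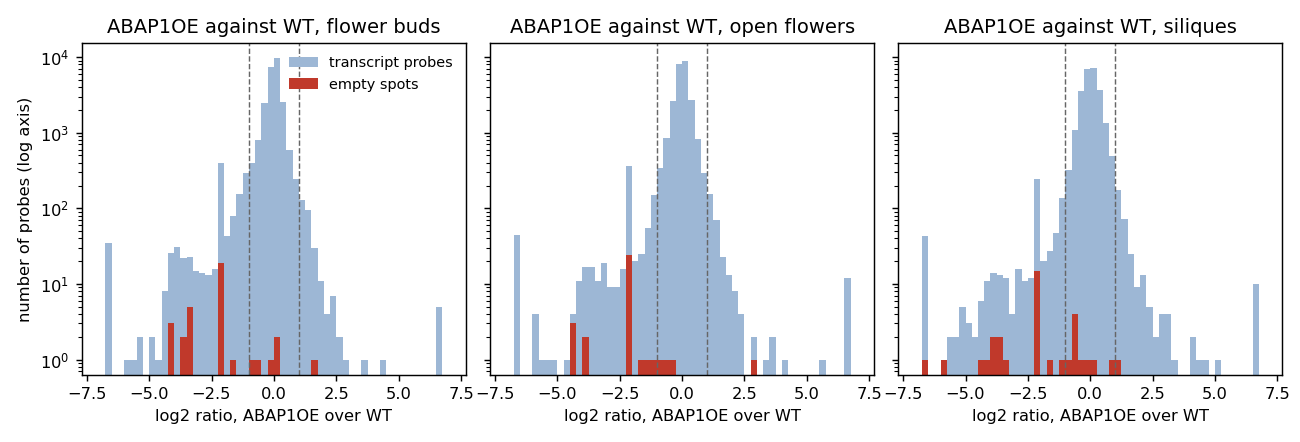
Distribution of the deposited log2 ratios of ABAP1 OE over wild type in flower buds, open flowers and siliques, with the number of probes on a log axis. Blue bars are transcript probes, red bars are empty spots, and dashed lines mark 2-fold. Empty spots gather at -2.21 and below, where transcript probes form a separate peak, and the outermost bars are the 100-fold limit.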

The studies were performed with flower buds of stage 13, since polar nuclei are already fused at this developmental stage (Smyth et al., 1990).

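Among the genes of Supplementary Table 1 with a probe of their own, the lowest ratio in ABAP1 OE flower buds belonged to AT3G26860, a member of the plant self-incompatibility protein S1 family, at -2.22 on the log2 scale. It was followed by AT1G75870, of unknown function, at -2.19, and *UBC31*, a ubiquitin-conjugating enzyme gene also known as *DD1* from its expression in antipodal cells of the embryo sac, at -2.19. *LEA4-5*, of the late embryogenesis abundant proteins that accumulate under water deficit, was at -1.92 and the cupin gene AT5G26700 at -1.82. The GDSL lipase gene AT1G20130 (-1.73), AT1G13970 (-1.64), AT4G13450 (-1.61), the SOUL heme-binding gene AT1G78460 (-1.60) and the reticulon gene AT2G01240 (-1.59) complete the lowest 10. When probes that it shares with other genes were averaged in, AT1G13970 was at -0.97.

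Of the 5413 genes with a probe of their own, 238 were at least 2-fold lower in ABAP1 OE buds and 60 at least 2-fold higher, so 79.9% of these were lower. Of the 238, 107 were 4.64-fold or more lower, the range in which most empty spots also lie. When probe values in that range were left out before the probes of a gene were averaged, a choice made after seeing the data, 127 genes were lower and 56 higher, or 69.4% lower. Supplementary Table 1 holds 46 of the genes with a probe of their own, and by their array ratios 40 were lower and 6 higher. The rest of the 238 and 60 genes passed 2-fold here but are not in the study's list, so no adjusted p is given for them. With shared probes averaged in, 14 of the 46 were under 2-fold. Of the others only AT3G53070 changed, from -1.35 to -1.32. The rest kept the same value, so the setting could not test them. All 46 kept their sign. These genes were chosen by the study on the same arrays, and their values are not independent evidence of the direction.

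**Figure D2:**
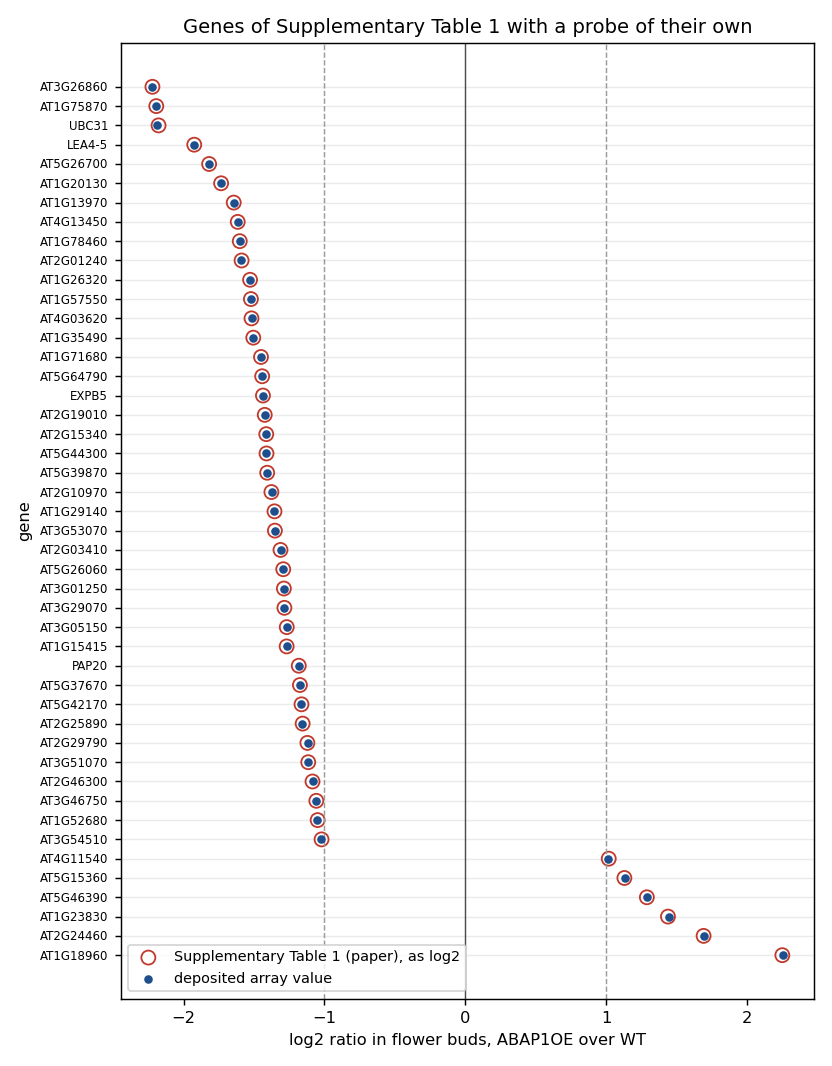
Log2 ratio of ABAP1 OE over wild type in flower buds for the 46 genes of Supplementary Table 1 with a probe of their own, 1 gene per line. Filled points are the deposited array values, open circles are the paper's fold changes put on the log2 scale, and dashed lines mark 2-fold. Points and circles overlap for every gene, with 40 genes on the lower side and 6 on the higher side.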

247 genes were differentially expressed in ABAP1^OE^ plants, of which 226 were down regulated (Supplementary Table 1 and Supplementary Figure 6A). This is consistent with ABAP1’s role as a transcriptional repressor (Masuda et al., 2008). 

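The genes of Supplementary Table 1 that were higher in ABAP1 OE flower buds and had a probe of their own were 6. AT1G18960, a myb-like regulator of transcription, had the highest log2 ratio of these at 2.25. AT2G24460, related to RING finger proteins, was at 1.70, AT1G23830, of unknown function, at 1.44, and the chloroplast peptidase gene AT5G46390 at 1.29. AT5G15360 (1.13) and AT4G11540 (1.01), which encodes a C1 domain protein, were closer to 2-fold. With probes shared with other genes averaged in, AT1G23830 was at 0.09, AT5G46390 at 0.71 and AT4G11540 at 0.22. Outside the table, AT3G53770 (2.70), AT2G47115 (2.58) and AT1G48200 were among the 5 highest genes of the buds, led by AT5G65250 at the 100-fold limit. Genes outside the table are not among those the study lists as changed. AT2G47115 was at 0.45 with shared probes averaged in. The 5 lowest genes, AT1G06270, AT1G29270, AT1G49960, AT1G61750 and AT3G12180, were all at the limit of -6.64, where 8 genes stood and values have no order. With shared probes averaged in, AT1G49960 was at -3.23, AT1G61750 at -3.32 and AT3G12180 at -3.36. No test was possible here on 1 combined ratio per gene, so none of these sizes is given with a replicate error. The study gives adjusted p-values for the genes of its table only. The paper relates the larger number of lower than higher genes to the role of ABAP1 as a repressor of transcription.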

To validate the microarray data, the expression of some of these genes was analyzed by qRT-PCR (Supplementary Figure 6B) revealing that they were in good agreement with those from the microarray experiment. 

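Genes of mature pollen were lower in ABAP1 OE flower buds. *PLIM2b*, an actin-bundling LIM protein gene of pollen and the only member of the fixed list of 62 pollen tube and late pollen genes with a probe of its own, had a log2 ratio of -0.98. In Supplementary Table 1 the gene description names pollen for 82 of the 211 lower genes and 0 of the 36 higher genes, counts that are lower bounds because the descriptions are shortened. Of these, 16 had a probe of their own, with ratios from -2.22 to -1.16 and a median of -1.36. The study chose them on the same arrays and lists no gene under 2-fold. Their sizes were thus set by that choice and are not independent evidence. With shared probes averaged in, every gene whose value changed, 7 of the 16, fell under 2-fold, the highest at -0.41. The others kept the same value, so the setting could not test them. All 16 stayed below 0, with a median of -1.22. They include the bZIP transcription factor gene AT1G35490 (-1.51), the pollen Ole e 1 allergen and extensin gene AT1G29140 (-1.36) and the self-incompatibility S1 family gene AT5G26060 (-1.29), named here after their values were seen. AT1G35490 was at -0.90 and AT5G26060 at -0.62 with shared probes averaged in.

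With probes shared between related genes also kept, 15 of the 62 listed pollen genes had a value. Their median was again -0.98, all 15 were below 0 and 7 were at least 2-fold lower, and 0 of 10000 random lists of 15 genes had a median as low. The 15 genes rest on 11 distinct values, and 4 of them are in Supplementary Table 1. Without these and every probe that also lists a gene of the table, a choice made after seeing the data, 9 genes remained with a median of -0.87, again below all 10000 random lists. Of the 9 genes, 2 were at least 2-fold lower. The 9 rest on 6 distinct values, whose median was -0.75, at percentile 0.04 of random lists of 6.

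Transport is named in the descriptions of 17 lower and 2 higher genes of the table, 8.06% of the lower and 5.56% of the higher genes. Those with a probe of their own were the amino acid transporter gene AT1G71680 (-1.45), AT3G29070 of the p24 proteins of vesicle transport (-1.29) and the sugar transporter gene AT3G05150 (-1.27). With shared probes averaged in, AT3G29070 was at -0.58. GTPases, Rab or ROP proteins are named for 10 lower genes (4.74%) and 0 higher genes, none of which had a probe of its own. No background set was at hand, so the word counts here and above test no enrichment.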

GO term network was done using Cytoscape and showed an enrichment of GO terms (*p* < 0.05) related to transport, GTPase activity and pollen development/pollen tube growth in the down regulated genes of the array (Supplementary Figure 7A). This result is expected since male gametophyte development, and therefore the downstream events such as cell morphogenesis and pollen tube growth, was impaired in ABAP1^OE^ plants. GO term enrichment in down regulated genes related to molecular function and cellular components showed genes involved in the endomembrane system as well as genes with pectinesterase and enzyme inhibitor activities (Supplementary Figures 7B,C).

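Pectin-related genes were also on the lower side. AT2G10970, which encodes an invertase/pectin methylesterase inhibitor, had a log2 ratio of -1.37 in ABAP1 OE flower buds, the polygalacturonase gene AT5G48140 had -0.81, and AT1G23200, a pectin methylesterase gene, had -0.16. The beta-expansin gene *EXPB5*, whose product loosens the cell wall, was at -1.44 and, like AT2G10970, was singled out after its value was seen. The description of AT2G10970 also names pollen. In Supplementary Table 1, descriptions name pectinesterase or pectin methylesterase for 14 lower and 0 higher genes, an invertase inhibitor domain for 10 lower and 0 higher genes, and a polygalacturonase for 4 lower and 0 higher genes. The endomembrane system is named for 57 lower and 5 higher genes, 27.0% of the lower and 13.9% of the higher genes. These word counts test no enrichment either.

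Of 37 pectin-modifying genes fixed beforehand, AT5G48140 and AT1G23200 had a probe of their own, and their median was -0.49, at percentile 9.58 of random lists of that size, with 0 at least 2-fold lower. When probes shared between related genes were kept, 20 had a value, on 15 distinct values, and the median was -1.06, with 11 at least 2-fold lower, 0 higher and 19 below 0. None of 10000 random lists of 20 genes had a median as low. The list shares *VGD1*, *VGDH2* and *PPME1* with the pollen list, so the results of both lists are not independent. Whether more of the list is expressed in pollen was not examined, and a pectin result apart from pollen is not shown. Without the 6 that are in Supplementary Table 1 and every probe that also lists a gene of the table, the median of the remaining 11 was -0.72, with 3 at least 2-fold lower. These rest on 9 distinct values, whose median was -0.61, at percentile 0.04.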

Several *Arabidopsis* mutants with polar nuclear fusion defects were already characterized (Pagnussat et al., 2005; Portereiko et al., 2006b; Maruyama et al., 2016). One of these mutants is a pectinesterase inhibitor and was named *eda24* (*embryo sac development arrest 24*) (Pagnussat et al., 2005). Although *EDA24* gene expression was not altered in our array, its closest *Arabidopsis* homolog was down regulated in ABAP1^OE^ flower buds. This gene was still uncharacterized and was named *Embryo Sac Development Arrest 24-like* (*EDA24-like*, AT1G23350). Thus, a possible participation of EDA24-like in the polar nuclei phenotype observed in ABAP1^OE^ ovules was addressed. 

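AT1G23350 and *EDA24* (AT1G70540) are on no named probe in the annotation used here, and no array value is given for either. In the paper's Supplementary Table 1, AT1G23350 has a fold change of -4.02, which is -2.01 on the log2 scale, and the smallest adjusted p of the 247 genes, 1.36e-22 by the paper's Benjamini-Hochberg adjustment. By the paper's fold change it ranks 8 among the genes lower in ABAP1 OE, and *EDA24* is not in the table. In the array values, 114 of 5413 genes in flower buds had a log2 ratio at or below that of AT1G23350. Of these, 7 lay above -2.21, and the others were in the range where most empty spots also lie.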

To evaluate the defect in embryo sac maturation of ABAP1^OE^ plants, expression of ovule development marker genes and *EDA24-like* were investigated in ovaries through qRT-PCR. The mRNA levels of *Agamous-like80* (*AGL80*), a transcription factor involved in central cell maturation (Portereiko et al., 2006a), and of the *Central Cell Guidance* (*CCG*), expressed at the final maturation step of embryo sac and that guides the pollen tube (Chen et al., 2007), were slightly but significantly reduced in ABAP1^OE^ ovary (Figures 5A,G). A more drastic reduction in the expression level of *Agamous-like61/DIANA*, expressed exclusively at the central cell and early endosperm (Steffen et al., 2007; Bemer et al., 2008), and of *EDA24-like* were observed in ABAP1^OE^ (Figures 5A,G), confirming the reduction of *EDA24-like* expression in ABAP1^OE^ with unfused polar nuclei.

To assess the role of EDA24-like in the female gametophyte development, a SALK T-DNA insertion line with a 66% reduction in *EDA24-like* expression levels was analyzed and hereafter referred as *eda24-like^*KD*^* (Supplementary Figure 4C). Remarkably, around 40% of the ovules in *eda24-like^*KD*^* showed defects in polar nuclei fusion at FG6-FG7 stages, when the diploid central cell should have been formed (Figure 5F). This result is similar to the one observed in ABAP1^OE^ ovules, strongly supporting that down regulation of *EDA24-like* might be contributing to the deficiency in embryo sac development observed in ABAP1^OE^ plants.

### ABAP1 Interacts With ADAP and Regulates EDA24-Like Levels

ABAP1’s role as transcriptional repressor involves the association with a transcription factor (Masuda et al., 2008). To get insights into a possible partner of ABAP1 in the control of *EDA24-like* expression, the promoter region of *EDA24-like* was searched for transcription factors binding motifs. Two sequences of the non-canonical recognition sites of AINTEGUMENTA (ANT) [gCAC(A/G)N(A/T)TcCC(a/g)ANG(c/t)] (Nole-Wilson and Krizek, 2000) were found at positions −682 to −696 bp, −892 to −905 bp; and two non-canonical recognition sites of WRINKLED 1 (WRK1), the AW-box (CNTNG[(N)7]CG) (Maeo et al., 2009) were found at positions −828 to −842 and −1,151 to −1,166, suggesting a possible regulation of *EDA24-like* expression by APETALA2 (AP2)-type transcription factors (Figure 6D).

**FIGURE 6:**
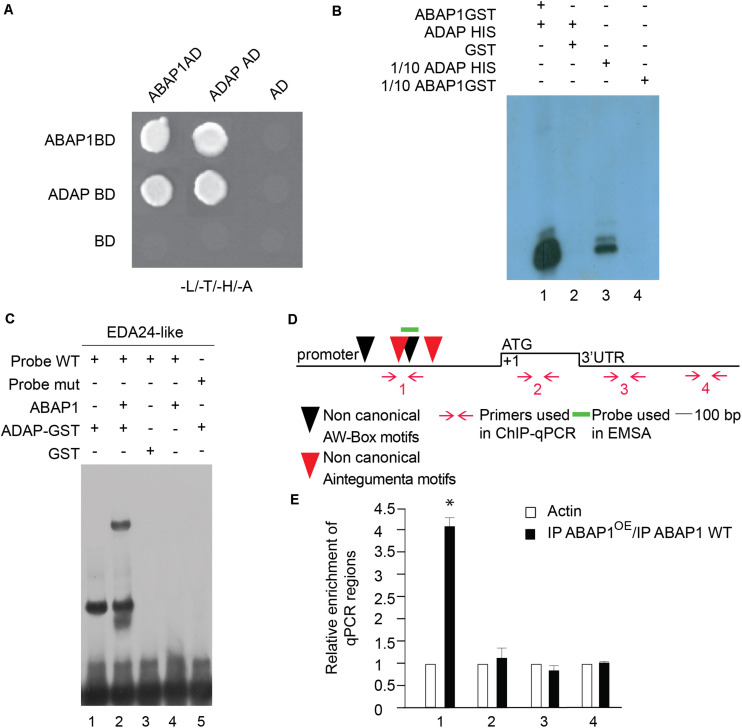
Characterization of ABAP1 and ADAP interaction, and their role in transcription. **(A)** Yeast two hybrid interaction assays between ABAP1 and ADAP. Negative controls used AD and BD empty vectors. The panel shows conjugated yeasts growing in SD medium lacking leucine, tryptophan, histidine and adenine, for selection of strong protein interactions. **(B)** GST-pull down assay between ABAP1–GST and ADAP-HIS produced in *E. coli*. Western blot analysis used anti-HIS antibody. Lane 1, ADAP-HIS with ABAP1-GST; lane 2, ADAP-HIS with GST alone; lanes 3 and 4, 1/10 inputs of ABAP1-GST and ADAP-HIS, respectively. **(C)** EMSA of ABAP1, ADAP and the complex ABAP1-ADAP with wild-type (WT) and mutated (mut) radiolabeled probes of *EDA24-like* promoter region harboring ADAP recognition box. Lane 1, ADAP binds to *EDA24-like* WT probe; lane 2, addition of ABAP1 causes a supershift in the ADAP binding to *EDA24-like* WT probe; GST alone (lane 3) or ABAP1 alone (lane 4) do not bind to *EDA24-like* WT probe; lane 5, ADAP does not bind to *EDA24-like* mutated probe. **(D,E)** Chromatin immunoprecipitation of wild-type Col (WT) and ABAP1^OE^ flower buds with anti-ABAP1 antibody. **(D)** Schematic representation of the amplified regions of *EDA24-like* gene. ANT non-canonical motifs (located at positions –682 to –696 bp and –892 to –905 bp) are represented as red arrowheads. AW-box non-canonical motifs (located at positions –828 to –842 bp and –1,151 to –1,166 bp) are represented as black arrowheads. Red arrows and numbers indicate primers used for ChIP-qPCR assays, and short green line indicates DNA probe used for EMSA. The translational start site (ATG) is shown at position +1. **(E)** Chromatin immunoprecipitated with anti-ABAP1 antibody was analyzed by qPCR using gene-specific primer sets, numbered as indicated in **(D)**. The graph shows the fold enrichment of qPCR amplified regions at the promoter (*1*), coding region (*2*) and 3′UTR (*3,4*) of *EDA24-like*. The fold enrichment of each amplified region was calculated as a ratio between IP ABAP1^OE^ and IP WT of values normalized with values of the *ACTIN 2* promoter. Error bars represent the SD of three biological replicates. Asterisk (^∗^) indicates significant difference from the enrichment according to Student’s *t*-test (*p*-value < 0.05). IP, immunoprecipitated with anti-ABAP1 antibody.

Remarkably, an AP2-type transcription factor that interacts with ABAP1 was identified in a two-hybrid screen using ABAP1 as bait (Figure 6A). This gene was previously identified as ADAP [ARIA-interacting double AP2-domain protein/WRINKLED3 (WRI3)], involved in seedling growth, ABA responses and in the regulation of the fatty acid biosynthetic pathway (Lee et al., 2009; To et al., 2012). For simplification, this gene will be referred to as *ADAP* from now on in this document. Interestingly, ADAP is an interactor of ARIA, the only ABAP1 homolog in *Arabidopsis*, and is also expressed in synergids, egg cell and central cell, according to data publicly available from microarray experiments (Wuest et al., 2010), supporting that ADAP and ABAP1 might co-localize and interact during embryo sac differentiation. We thus investigated whether ADAP also plays a role in gametogenesis, especially regulating *EDA24-like* expression. The interaction between ABAP1 and ADAP was further confirmed by a GST-pull down assay with ADAP–HIS and ABAP1-GST (Figure 6B) and in a semi *in vivo* HIS-pull down experiment, where His-fused ADAP were added to *Arabidopsis* protein extract and used in nickel column purification (Supplementary Figure 4A). In the GST pull down, ADAP associated with ABAP1–GST (Figure 6B, lane 1) but not to GST alone (Figure 6B, lane 2). The ability of ADAP-ABAP1 complex to recognize *EDA24-like* promoter and regulate its expression was first investigated in an EMSA performed with a probe containing the AW-box of the *EDA24-like* promoter region (Supplementary Information). ADAP alone and ADAP–ABAP1 associated with the wild-type probes (Figure 6C, lanes 1 and 2) but ADAP alone did not associate with the mutated probe (Figure 6C, lane 5). ABAP1 alone or GST did not associate with ADAP consensus motif probe (Figure 6C, lanes 3 and 4). The association of ABAP1-ADAP complex with *EDA24-like* promoter was also confirmed *in vivo* in ChIP- PCR experiments with anti-ABAP1 antibody (Supplementary Figure 5C2 and Figure 6D), using chromatin extracts from *Arabidopsis* ABAP1^OE^ and wild-type flower buds. ABAP1-ADAP interaction was detected in the *EDA24-like* promoter of wild-type plants (Supplementary Figure 5C2, lane 3). Next, four different primer sets were designed to amplify regions along the *EDA24-like* promoter, coding sequence and 3’UTR regions. Primer set number one was specifically designed to amplify a region that harbors both the AINTEGUMENTA and the AW-box motifs (Figure 6D) in the promoter region of *EDA24-like* gene. The results showed that ABAP1 associated with the region of the *EDA24-like* promoter that contains the AW-box in wild-type flower buds and that this association was enhanced in ABAP1^OE^ (Figure 6E).

The data suggests that ABAP1 associates with ADAP in flowers, and the ABAP1-ADAP complex negatively regulates *EDA24-like* expression, controlling the polar nuclei fusion during maturation of the female gametophyte. Similar effects on central cells’ formation were observed in ABAP1^OE^ and *eda24-like^*KD*^* plants, supporting this model of action of ABAP1 during female gametogenesis.

## Discussion

During higher plants’ life cycle, the diploid sporophyte body and the haploid gametophytes establish unique strategies to modulate their development. It implies that they might have evolved particular mechanisms to connect the cell cycle progression with developmental and environmental signals. ABAP1 is a plant specific protein that has been previously implicated in the control of cell proliferation homeostasis during vegetative leaf development (Masuda et al., 2008). Here, we characterized plants with up-regulated levels of ABAP1, and studied ABAP1’s association with different transcription factors, repressing the expression of their target genes during plant reproduction. We propose novel regulatory mechanisms in which ABAP1 is involved, by fine-tuning (i) formative cell division in male gametophyte and (ii) cell differentiation (or cell fusion) in female gametophyte, two processes that are essential for a successful plant reproduction in *Arabidopsis*.

### ABAP1 Participates in the Regulation of the Formative Cell Division During Differentiation of Male Gametophyte

During the formation of the male gametophyte in flowering plants, the haploid microspore generated after meiosis undergoes two rounds of mitotic divisions in order to form the mature male gametophyte. The first asymmetric mitotic division (Pollen Mitosis I, PMI) results in a large vegetative cell and a small generative cell which undergoes a second symmetric cell division yielding the two sperm cells (Twell, 2011).

The successful progression of pollen development requires the function of genes specifically active in the haploid gametophyte, as well as of genes involved in both gametophyte and sporophyte development (Brownfield et al., 2009). There are already a number of genes described as affecting various aspects of pollen development in *Arabidopsis*. Out of those mutants, some male gametophyte mutations affecting PMI and PMII have been characterized, such as *sidecar pollen*, *duo1* (*duo pollen1*), *duo2* (*duo pollen2*), *gem1* (*gemini pollen1*), and *gem2* (*gemini pollen2*) [reviewed in Liu and Qu (2008)].

Some cell cycle regulators of diploid sporophyte have also been shown to control male gametogenesis. The smaller generative cell formed during PMI asymmetric division is further engulfed by the large vegetative cell, a process that requires the presence of the plant retinoblastoma homolog RBR1. Pollen with multiple vegetative cells are formed in *rbr1* mutants (Chen et al., 2009). The CDKA;1 activity is also of key importance for PMII. The *cdka;1* mutant pollen develops a vegetative cell similar to the wild-type, but with only one generative/sperm cell-like (Nowack et al., 2006). A similar phenotype was also observed in mutants of the F-BOX-LIKE 17 (FBL17) gene, that acts together with SKP-CULLIN-F-BOX (SCF) complex mediating the degradation of KRP6 and KRP7 (Gusti et al., 2009). However, a detailed molecular genetic framework of cell-cycle control over male gametophyte development is still missing in plants.

Besides regulating the balance of proliferative mitotic divisions during vegetative growth, our data suggest a novel role of ABAP1 in formative cell division during male gametophyte development. Here we have shown that ABAP1, having TCP16 as its partner, negatively regulates *CDT1b* transcription, possibly affecting pre-RC assembly, consequently DNA replication and cell division. We showed that PMI was affected in *cdt1b*^*KD*^ mutants (Figure 3A, bottom line), similarly as in ABAP1^OE^ plants. CDT1a and CDT1b were previously shown to have partially redundant functions during male gametophyte development in *Arabidopsis*, however, the function of CDT1b alone was not investigated (Domenichini et al., 2012). Moreover, only CDT1a had a role in the female gametophyte development, since *cdt1a* mutants showed defects occurring in the mitosis during embryo sac maturation (Domenichini et al., 2012). Remarkably, we found that ABAP1 associated only with the *CDT1b* but not with the *CDT1a* promoter in *Arabidopsis* flower buds (Supplementary Figure 5), indicating that ABAP1 regulates female gametophyte development in a mechanism that does not involve repression of *CDT1a* expression, as discussed below.

The data indicates that ABAP1 acts during male gametogenesis in a similar way to those previously described in leaves, as it also involves repression of *CDT1b* expression. Nevertheless, in this different developmental context, the TCP partner, a member of class I TCP transcription factors, seems to be negatively regulating cell cycle progression of the male gametophyte (Li et al., 2012; Aguilar-Martínez and Sinha, 2013). Acting as a negative regulator of mitotic cell cycle progression, ABAP1 possibly integrates the timing of the male gametophyte differentiation with developmental cues.

### ABAP1 Has a Role in the Female Gametogenesis Differentiation

In most angiosperm species, including *Arabidopsis*, after meiosis the female gametophyte undergoes three rounds of mitosis followed by cellularizations to produce a seven-celled embryo sac consisting of one egg cell, two synergids, three antipodal cells, and one diploid central cell. In *Arabidopsis* and other species, the polar nuclei fuse before pollination to form the secondary nucleus of the central cell. Although increasing knowledge about female gametophyte development has been revealed, little is known about polar nuclei fusion. Here, we showed that plants with high levels of ABAP1 yielded mature ovules with unfused polar nuclei due to *EDA24-like* repression mediated by ABAP1-ADAP binding to its promoter sequence.

ADAP is a member of the AP2/ERF family of transcription factors and belongs to basal AINTEGUMENTA (ANT) being related to WRINKLED, rather than to ANT, PLETHORA, AIL, and BABY BOOM (Horstman et al., 2014). It binds to ARIA, the only ABAP1 homolog in *Arabidopsis* and a ABF2-interacting partner that controls ABA response possibly by the same pathway of ABF2 (Lee et al., 2009). Interestingly, ADAP overexpressing lines had fewer and shorter siliques with fewer ovules, a phenotype similar to what was observed in ABAP1^OE^ plants. Analogous to what was proposed for ABAP1-TCP24 interaction, in which the heterodimer downregulates TCP24 target genes (Masuda et al., 2008), our data points to a similar molecular mechanism with ABAP1-ADAP heterodimer repressing ADAP target genes, in this case *EDA24-like*. Downregulation of *EDA24-like* expression observed in both ABAP1^OE^ plants and *eda24-like^*KD*^* knockdown mutants led to the failure of the polar nuclei fusion to form the central cell from FG5 to FG7. This phenotype is similar to the one reported for *eda24* mutants, in which female gametophyte is arrested at two polar nuclei phase (Pagnussat et al., 2005).

Several mutants of cell cycle genes have been described to impair female gametogenesis, such as members of APC/C (Capron et al., 2003; Kwee and Sundaresan, 2003; Pérez-Pérez et al., 2008; Wang et al., 2012, 2013), cyclin/CDK pathway (Nowack et al., 2006; Takatsuka et al., 2015) and G1/S transition genes like RBR1 and pre-replication complex genes (Holding and Springer, 2002; Ebel et al., 2004; Domenichini et al., 2012). The phenotypes observed in these mutants are usually related to cell division or polarity defects rather than to failure in polar nuclei fusion or DNA replication.

Failure in polar nuclei fusion was already described in several other mutants whose molecular function is involved in fatty acid metabolism, RNA metabolism, endomembrane system, mitochondrial metabolism and cytokinin signaling pathway (for review, see Maruyama et al., 2016; Yuan et al., 2016; Liu et al., 2017). Other mutants were also described (*eda24* to *eda41*) but their molecular function is still uncharacterized (Pagnussat et al., 2005). EDA24 is a member of the plant invertase/pectin methylesterase inhibitor superfamily whose function in polar nuclei fusion still remains to be elucidated. Since EDA24 and EDA24-like are both invertase/pectin methylesterase inhibitors, it is possible that pectin metabolism is important during nuclei fusion.

Interestingly, none of the mutant genes defective in polar nuclei fusion described so far were involved in DNA replication control. In *A. thaliana*, it was suggested that the fusion of the male and female chromatin requires both nuclei to be at the same stage of the cell cycle, which occurs at G2/M phase. Since central cell chromatin seems to be at the G2/M transition, it is tempting to speculate whether the fusion of the two polar nuclei also requires the concurrence of ploidy levels, and a passage through S phase (Friedman, 1999; Faure et al., 2002; Berger et al., 2008; Ronceret et al., 2008). ABAP1 has been shown to play a role in S-phase progression in cell proliferation during leaf development (Masuda et al., 2008). Here, we also report a similar mechanism occurring in ABAP1^OE^ plants, in which ABAP1 represses *CDT1b* transcription, possibly arresting the unicellular pollen at G1/S. Unfortunately, information about ploidy level of female gametophyte cells is still missing. If the polar nuclei have to be at G2/M to form the central cell, then, nuclei arrested at G1/S could partially explain the defect observed in ABAP1^OE^.

### ABAP1 Is Involved in Mechanisms That Regulate Differentiation of Both Male and Female Gametophytes

The underlying molecular and biochemical mechanisms coordinating the complete fertilization process in flowering seed plants (angiosperms) are recently being studied and revealed. During self-fertilization in compatible conditions, an intriguing issue is how the differentiation of the two female gametes (egg and central cells) and the two male sperm cells are coordinated, since these two events must be synchronized in different plant organs to allow a timely double fertilization.

Our data revealed that ABAP1 is involved in mechanisms that regulate differentiation of both male and female gametophytes, as the up-regulation of ABAP1 levels arrested male gametogenesis at the first gametophyte cell division and prevented fusion of the two polar nuclei in the central cell. An interesting question to be addressed is whether ABAP1 could participate in mechanisms that coordinate the timing of the gametophyte differentiation. The transcriptional regulators RBR1/E2Fa play a dual role in male and female gametogenesis by controlling the cell-cycle progression in both gametophytes. RBR1/E2Fa directly regulates the F-box protein FBL17, in a negative regulatory cascade where FBL17 inhibits CDKA;1 (Desvoyes et al., 2014). Accordingly, concomitant loss of CDKA;1 and FBL17 resulted in female and male gametophytes with defects in the mitosis post-meiosis (Zhao et al., 2012).

As male gametophyte differentiates in vegetative and sperm cells and the seven-celled female gametophyte is formed, the two sperm cells have to be guided toward the two female gametes. Great advances have recently been made in the understanding of the regulation of pollen tube guidance toward the two female gametes. The synergid cells and the egg cell of the seven-celled female gametophyte communicate with each other to establish and maintain their identity (reviewed in Skinner and Sundaresan, 2018). These four cell types have also been shown to generate and secrete signaling molecules, such as multiple peptides and especially small Cys-rich proteins, that are sensed by receptor-like kinases in a mechanism involved in guiding the male gametophyte (reviewed in Higashiyama and Yang, 2017). The central cell was also implicated in playing a role in pollen tube guidance since mutants for a gene expressed in these cells, named the *CCG*, are defective in pollen tube attraction (Chen et al., 2007). As ABAP1^OE^ female gametophytes did not form a one-nucleus central cell, ABAP1 might be involved in regulating this step of female gamete differentiation. Defects in pollen tube attraction and reception as well as zygote activation could also be occurring in ABAP1^OE^ plants but were not addressed on this work.

After the sperm cell discharge, gamete fusion of the male and female chromatins (karyogamy) might require a cell cycle synchronization. In *Arabidopsis*, it has been suggested that the karyogamy occurs with nuclei at G2/M phase. At the end of pollen maturation, the two male sperm cells seem to reinitiate the S phase, progressing into the cell cycle until being arrested at the G2/M transition (Durbarry et al., 2005). For the female gametes, it has been proposed that the central cell arrests at the G2/M transition, whereas the egg cell arrests at the G1/S transition and has to progress into the cell cycle prior to gamete fusion, as the first zygote mitosis happens 16 h after fertilization and requires transcription of the thymidylate kinase at the G1/S transition (Faure et al., 2002; Berger et al., 2008; Ronceret et al., 2008). As discussed above, it is tempting to speculate that ABAP1, as a DNA replication repressor (Masuda et al., 2008), could be participating in a mechanism that controls the timing of the last steps of male and female gametes maturation, by regulating S phase progression, as coordination of cell cycle synchronization is necessary for karyogamy and polar nuclei fusion.

The different effects of ABAP1 de-regulation on gametophyte development are intriguing. We have shown that specific ABAP1 transcription factor partners might account, at least in part, for the different phenotypic outcomes of the male and female gametophytes. Although our data show effects of ABAP1 imbalance in the gametogenesis, we cannot rule out possible effects of ABAP1 in sporophytic tissues that might indirectly affect gametophyte development. Interestingly, down regulation of ABAP1 did not affect gametogenesis. This could result from the accumulation of maternally inherited ABAP1 protein. Otherwise, since ABAP1 is a repressor of the basic machinery that licenses DNA to replicate, it works by regulating the rate at which the cell cycle progresses into G1/S phase, being possibly a sensor of internal and external conditions. Thus, another possibility is that ABAP1 is only necessary to prevent and/or slow down gametophyte development in specific environmental conditions.

In this work, we have determined the molecular and biochemical mechanisms by which ABAP1 is involved in the regulation of male and female gametogenesis, which comprise binding to different transcription factors and controlling their gene expression targets (Figure 7). It remains to be determined whether ABAP1 might also participate in a mechanism that regulates the timing of male and female gametophytes differentiation in *Arabidopsis*, integrating it with environmental and internal signaling, to ensure the reliable and on-time fusion of the two pairs of gametes. The double-fertilization has countless biological and agricultural implications and mechanisms that guarantee a successful double fertilization might provide selective advantage for plants. Also, effective plant fertilization is essential for an efficient seed production, thus molecular understanding of the mechanisms involved in controlling double fertilization could provide tools to improve plant yield.

**FIGURE 7:**
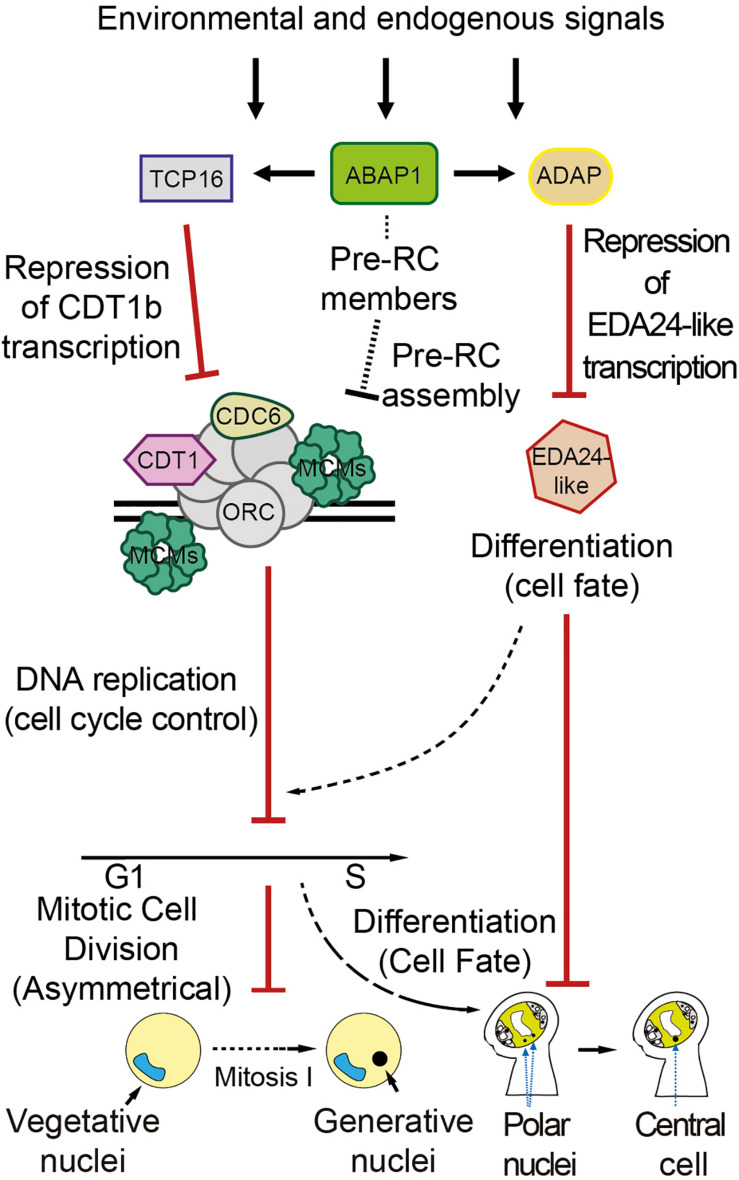
Proposed model for ABAP1 role in the differentiation of male and female gametophytes. ABAP1, associated with transcription factors partners, might sense environmental and endogenous signals, triggering changes in gene expression patterns that will regulate male and female gametophytes differentiation. The molecular mechanism operating in the male gametophyte is similar to those previously described in leaves. In the first asymmetric cell division after meiosis, ABAP1 associates with TCP16, represses *CDT1b* transcription, controlling CDT1b homoeostasis. Lower levels of CDT1b might affect pre-RC functioning, limiting DNA replication. A direct association of ABAP1 with pre-RC members is still not determined. However, as described in leaves, it could also affect pre-RC assembly and DNA replication in the male gametophyte. In this way ABAP1 would regulate the timing of cell cycle progression at G1 to S. The mechanism of action in the female gametophyte involves association with another partner, ADAP, during embryo sac maturation. ABAP1-ADAP also represses gene transcription of *EDA24-like* that is necessary for polar nuclei fusion. Thus, ABAP1 might regulate the timing of polar nuclei fusion to form the central cell, that is crucial in pollen tube guidance. The involvement of DNA replication in the mechanism that regulates female differentiation is still not determined.

## Data Availability Statement

Sequence data from this article can be found at the Arabidopsis Genome Initiative database with the following accession numbers: ABAP1 (At5g13060), Actin 2 (At3g18780), UBQ14 (AT4G02890), CDT1a (At2g31270), CDT1b (At3g54710), TCP16 (AT3G45150), EDA24-like (At1g23350), and ADAP/WRI3 (At1g16060). Microarray data was deposited in Gene Expression Omnibus (nos. GEO: GSE164480 and GSM5011985).

## Author Contributions

LC and HM performed the molecular and cellular studies. HB and JA-E performed immunolocalization studies. MA-F carried out the microarray experiments. HM and FB performed the *in silico* analyses. LC carried out the biochemical assays. LC, HM, and AH designed the work and analyzed the data. PF and KD participated in the analyses and discussion of results. LM, HM, and AH wrote the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 ABAP1 localization during male gametogenesis in WT plants.

Supplementary Figure 2 ABAP1 localization in pollen and ovary of WT and ABAP1^OE^ plants.

Supplementary Figure 3 Anther and male gametophyte development in ABAP1^OE^ flowers.

Supplementary Figure 4 Semi *in vivo* interaction between ABAP1, TCP16, and ADAP and schematic representation of the genomic T-DNA insertions and gene expression in *cdt1b*^*KD*^ and *eda24-like^*KD*^* mutant lines.

Supplementary Figure 5 Characterization of the interaction between ABAP1-TCP16 with the promoters of *CDT1a* and *CDT1b*.

Supplementary Figure 6 Differentially expressed genes in ABAP1^OE^ flowers, analyzed by microarray.

Supplementary Figure 7 Gene Ontology (GO) term network analysis of down regulated genes in ABAP1^OE^ array based on biological processes, molecular function and cellular component.

Supplementary Table 1 List of genes differentially regulated in flower buds of stage 13 of ABAP1^OE^ plants, compared to wild-type control (Col-0).

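The table gives for each gene a signed linear fold change, negative where the transcript was lower in ABAP1 OE than in wild-type buds, and a p-value after Benjamini-Hochberg adjustment. The paper's fold changes run from 2.00 to 5.40 in size and the largest adjusted p is 0.0490. After conversion to log2, the paper's values and the deposited flower bud ratios had the same sign for all 46 genes with a probe of their own, and 45 of these differed by less than 0.01. The largest difference was 0.012, for *UBC31*. A further 103 genes of the table appear only on probes that list several genes and 98 on no named probe. Over the 149 genes on any named probe, 140 had a probe within 0.01 of the paper's value. The adjusted p-values could not be recomputed from 1 combined ratio per probe. Of the 247 genes, 0 stand at the 4.64-fold lower level that 19 of the 36 empty spots had in flower buds. The table is not clear of the range beyond that level, since its lowest fold change is -2.43 on the log2 scale.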

Supplementary Information Description of detailed experimental procedures.

How the deposited data were processed for this re-analysis (not part of the article)

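The deposited values are log2 ratios of ABAP1 OE over wild type, made by the authors from 2-colour arrays of flower buds (stage 13), open flowers (stage 14) and siliques (stages 15 to 16). The labels give 3 biological replicates per stage, which the authors combined into 1 column per stage. Each stage is therefore 1 sample. The background correction, normalization and averaging are not given in the sources used here. Tested on the values, every ratio was the log2 of a fold with 2 decimals, the folds were limited to 100-fold, and the median of each column was 0. Intensities were not used here, so the signal over background behind a ratio is unknown.

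The direction and scale of the flower bud column were checked against the signed fold changes of Supplementary Table 1, with a Pearson correlation of 1.00 across 46 genes. The other columns carry the same kind of label and were taken to run the same way.

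Control spots (71) were left out of every count of genes. Of all probes, 5784 had 1 gene symbol in the platform annotation, 7497 had several and 13264 had none, and a probe without a symbol is unnamed here and not without a gene. Names were taken from probes with 1 gene symbol and brought up to date through their gene identifiers with the TAIR10.1 RefSeq gene table, which 28 of these probes did not match. Probes of the same gene were averaged.

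From these values were computed the genes at least 2-fold lower or higher at each stage, the medians of 15 gene lists, the correlations across genes between stages, and the counts of words in the descriptions of Supplementary Table 1. With 1 sample per stage no test between genotypes was made and no p-value or SD across plants was computed. Binomial intervals, bootstrap SDs and shuffles were taken over genes or spots, which are not replicates, and describe these arrays only. A list's median was set beside the medians of 10000 random lists of the same size, drawn from the measured genes without matching on level, since the values are ratios. Alternatives of a list median were set beside the SD between probes of the same gene. Pooled over genes it was 0.62 in flower buds, 0.44 in open flowers and 0.74 in siliques, and the smaller figure from the median variance was used, a choice made after both were seen. Results of the lists in flower buds are given at the claims or under the other observations. The lists of sperm cell, pre-replication complex and replication fork, cell cycle, floral organ identity, photosynthesis, embryo and seed storage, endosperm and seed coat, and defence and stress genes had 0 members with a probe of their own.

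The genes to be named were fixed before the data were examined as a list of 23 among the genes the paper names (which leaves out others, such as *CCG* and *FBL17*), the 10 lowest and 10 highest genes of Supplementary Table 1 (whose values had been seen), up to 4 members of each list farthest from 0 in flower buds, and the 5 lowest and 5 highest genes at each stage, each with a probe of its own. The alternatives fixed at the same time were centring each column on its median, taking the probe farthest from 0 of each gene, keeping probes of several genes under each gene, taking only genes with values at all 3 stages, scaling the columns to the spread of flower buds, sizes of 1.5-fold and 3-fold, leaving out the genes of Supplementary Table 1 from the lists, the mean instead of the median, and Spearman's instead of Pearson's correlation. Alternatives without the values at the steps of the 100-fold limit, without all values 4.64-fold or more from wild type, and with every transcript probe counted were chosen after seeing the data, as was leaving out every probe that lists a gene of Supplementary Table 1 from the lists. A search of promoters for shared motifs was planned and not run, since no genome sequence was used here.

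The counting and the random lists were tested on simulated data with known changes. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.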

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

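All tests in this part were chosen after the values were seen. Differences between stages were not tested, since each stage has 1 combined ratio.

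7 genes with a probe of their own were at least 2-fold lower at 1 stage and at least 2-fold higher at another, with both values under 4.64-fold. *SWEET9*, the sucrose exporter of nectaries, had a log2 ratio of -1.08 in flower buds, 1.36 in open flowers and 1.11 in siliques. *LEA4-5* was at -1.92 in flower buds and 1.21 in siliques, AT1G57650 at -1.57 and 1.54, and AT1G16950 at -1.29 and 1.501. Between open flowers and siliques, AT4G13370 went from -1.59 to 1.65, AT1G63205 from -1.44 to 1.26, and AT2G26370 from 1.42 to -1.25. With shared probes averaged in, AT1G57650, AT4G13370 and AT1G63205 were no longer 2-fold apart from wild type in opposite directions. The values of the other 4 did not change in this setting, so it could not test them.

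Whether values that scatter independently at each stage give as many as 7 such genes cannot be told. Shuffling the genes of the open flower and silique columns 1000 times gave a mean of 5.57, with a central 95% range of 2 to 11, but this takes the stages as unrelated. For genes with averages under 4.64-fold, Pearson's r was 0.296 between buds and open flowers (95% bootstrap interval 0.257 to 0.339), 0.239 between open flowers and siliques (0.202 to 0.278) and 0.0825 between buds and siliques (0.0423 to 0.123). The last pair, the least related, holds 4 of the genes, where shuffles of that pair gave a mean of 2.14 with a central 95% range of 0 to 5. A biological difference between the stages stays open for each of these genes and was not tested.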

How the results depend on the processing

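The alternatives without the steps of the limit, without values 4.64-fold or more from wild type and with every transcript probe were chosen after seeing the data. With no intensities, the signal over background that limits each ratio is unknown. No paired analysis was possible because each stage has 1 combined ratio per probe, and no result comes from a test between genotypes. Leaving out genes without values at all 3 stages removed no gene and is no check. Of 274 recomputed values, 151 equal the value as reported, many because the setting could not move them (lists with 1 measured gene, lists without genes of Supplementary Table 1, scaling of stages with the same spread), and show no stability. Another 67 stayed close (counts within 1.5 times, list medians within the spread between probes of a gene, shares within their exact binomial interval, correlations within 1 bootstrap SD over genes) and 56 moved. With shared probes kept, 3 list medians changed sign: the listed genes the paper names in buds (-0.40 to 0.11), tapetum and pollen wall genes in open flowers (-0.78 to 0.04) and pectin-modifying genes in siliques. In every setting tried, more genes were lower than higher in flower buds. That was not so at the other stages when values 4.64-fold or more from wild type were left out, with 54 lower and 65 higher genes in open flowers and 55 lower and 61 higher in siliques. The cause of the changes below was not tested beyond what each setting itself adds or removes.

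With probes of several genes kept, the genes at least 2-fold lower were 648 in flower buds, 465 in open flowers and 340 in siliques, those higher in siliques were 105, and 88.2% of the changed bud genes were lower. With every transcript probe counted, 1191, 782 and 640 were lower and 283, 292 and 326 higher. At 1.5-fold, 417, 302 and 335 genes were lower, 213, 226 and 309 were higher, and 66.2% of the bud genes were lower. At 3-fold, 137 were lower in buds and 82 in siliques, 10, 12 and 11 were higher, and 93.2% of the bud genes were lower. Without values at the steps of the 100-fold limit, 79 genes were lower in open flowers and 71 in siliques, and the share lower in buds was 73.1%. Without all values 4.64-fold or more from wild type, 127 were lower in buds, a share of 69.4%. Among the 46 genes of Supplementary Table 1 with a probe of their own the share was 87.0%. Scaled to the spread of flower buds, 19 genes were higher in siliques, against 67 as deposited.

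The median of the pectin-modifying genes went from -0.49 to -1.06 in buds, from -0.16 to -0.90 in open flowers and from 0.01 to -0.37 in siliques with shared probes kept. The mean of the embryo sac genes in buds was -0.81, against a median of -0.53. Pearson's r across genes, 0.386 between buds and open flowers, 0.240 between buds and siliques and 0.333 between open flowers and siliques, became 0.234, 0.0513 and 0.258 as Spearman's rho, and 0.293, 0.0734 and 0.237 without probe values 4.64-fold or more from wild type, left out before averaging. The 82 genes lower in buds and open flowers became 151 at 1.5-fold and 14 without those values, and the 62 lower in buds and siliques became 118 and 7. Genes higher in both became 55 for open flowers and 42 for siliques at 1.5-fold, against 14 and 4.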

Differences from the paper's values

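The paper's text counts 226 down regulated genes among the 247 of its array, and Supplementary Table 1 holds 247 genes, of which 211 have a negative and 36 a positive fold change. The count does not depend on the alternatives set before the data were examined, which leave the table as it is. Of the 46 table genes with a probe of their own, 40 had a negative and 6 a positive array ratio, each with the sign that the table gives. The direction the paper states, more genes lower than higher, held in the table and in the array values. For single genes measured by their own probes, the array ratios and the table's fold changes on the log2 scale differed by at most 0.012. With probes of several genes averaged in, an alternative set at the same time, 14 of the 46 differed from the table by more than the spread between probes of a gene, all towards 0, and 14 were under 2-fold. Of the others only AT3G53070 changed, from -1.35 to -1.32. The rest kept the same value, so this alternative could not test them.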

Other observations

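The tests of explanations in this part, unlike the list medians, were chosen after the values were seen. Genes of the embryo sac had lower ratios in ABAP1 OE flower buds. *EC1.1* and *EC1.5*, which encode small proteins secreted by the egg cell at fertilization, had log2 ratios of -1.61 and -0.66, and the antipodal gene *UBC31* (*DD1*) was the lowest of the list. *AGL61*, a central cell gene, was at -0.40 in buds, 0.06 in open flowers and -1.79 in siliques. By qRT-PCR, in ovaries by its text and flower buds by its legend, the paper reports a stronger reduction of *AGL61* than of *AGL80* and *CCG*. The array ratio in buds was lower too but under 2-fold, and it was not tested against the qRT-PCR. The other 2 measured genes of the list, *DME* at -0.07 and *FER* at 0.04 in buds, are named after their values were seen. With probes shared with other genes averaged in, *EC1.1* was at -1.05, *AGL61* at -0.01 and *FER* at -0.41 in buds, and *AGL61* at -0.18 in open flowers and -0.60 in siliques. The median of the 6 measured of 27 listed genes was -0.53 in flower buds, at percentile 0.38 of random lists, and -0.05 in open flowers and -0.16 in siliques, at percentiles 33.7 and 14.6. In buds 2 of the 6 were at least 2-fold lower. With shared probes kept and the genes of Supplementary Table 1 left out, the median of 11 genes was -0.41 in buds, and that of their 10 distinct values -0.24. *EC1.1* and *EC1.5* are not in Supplementary Table 1.

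The other lists had few measured genes. *SWEET8*, a sugar transporter gene needed for the pollen wall, was at -0.83 in flower buds, -0.78 in open flowers and -0.77 in siliques, and with shared probes averaged in at -0.67, -0.22 and -0.565. The ovule gene *INO* was at -0.31 in buds and -0.63 in siliques, or -0.35 and -0.33 with shared probes averaged in, and the reference gene AT4G34270 at -0.15 in buds. With shared probes kept, the median was 0.11 for 2 of the genes the paper names, -0.43 for 2 tapetum and pollen wall genes, -0.14 for 4 ovule and carpel genes and 0.23 for 3 endosperm and seed coat genes, all in buds. Lists with 1 distinct value each gave -0.49 for sperm cells, -0.34 for the cell cycle (2 genes on the same probes), 0.21 for floral organ identity, 0.07 for photosynthesis and 0.05 for defence and stress. The pre-replication complex and the seed storage lists had 0.

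More genes were lower than higher in flower buds, and part of this has a candidate technical explanation. Ratios of 4.64-fold or more below wild type may come from spots without signal in 1 channel: 80.6% of empty spots have them in buds, and 107 of the 238 lower genes. A mean of 3 replicates with 1 at the 100-fold limit and the others at 0 would be -2.21, the value of 380 probes. The 131 genes 2- to 4.64-fold lower in buds are 55.0% of the lower genes (95% exact binomial interval 48.5% to 61.5%). Of 30 lower empty spots, 1 lay in that range (3.33%, 0.0844% to 17.2%). Of the 131 genes, 7 (5.34%, 2.18% to 10.7%) were 4.64-fold or more lower in open flowers. That compares with 56 of the 107 genes far lower in buds (52.3%, 42.5% to 62.1%). Lower genes thus lay between 2- and 4.64-fold more often than lower empty spots did. The 131 genes were far lower in open flowers less often than the 107. The 131 were picked by that range in buds, so their distance from most empty spots there is built in. Neither comparison covers genes with signal where 1 of the 3 replicates fell to the limit, so the explanation stays open for the 131. The 5.34% is also above the 1.77% of all genes. Fewer pollen transcripts in ABAP1 OE buds stay open as a biological hypothesis for part of the 131 genes. Pollen genes outside Supplementary Table 1 and its named probes had a median of -0.87. The paper reports malformed, shriveled pollen in ABAP1 OE anthers, and how much of the ratios such a loss accounts for was not tested.

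The genes of Supplementary Table 1 lay closer to 0 at the later stages. The median of the 40 lower genes was -1.41 in flower buds, -0.49 in open flowers and -0.06 in siliques, with 3 and 1 of them at least 2-fold lower at the later stages. Their choice on the bud values may add to this, but as the whole cause it is argued against by the 9 pollen genes outside the table and on no probe that names a gene of it (unnamed probes could not be checked): their median in buds minus that in siliques was -0.72, at percentile 0.02 of random lists, and -0.71 over their 6 distinct values, at percentile 0.08. Embryo sac genes chosen in the same way had -0.38 over 11 genes, at percentile 0.48, but -0.20 over their 10 distinct values, at percentile 6.62 and so within the range of random lists. Stages that hold different amounts of pollen transcripts could not be told apart from other causes. Genes 2- to 4.64-fold lower in open flowers had a median of -0.41 in buds and -0.63 in siliques. The difference was 0.22 with a bootstrap SD over genes of 0.19. These genes were picked on open flower ratios and not for pollen, so they cannot decide the question.

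At the later stages, the 5 lowest genes of open flowers were AT1G37010, AT3G60560 and AT5G56840 at the limit of -6.64, AT5G03870 at -5.67 and AT5G14030 at -4.27. The highest were AT5G28740 (3.09), AT5G02920 (2.90), AT1G10400 (2.33), AT5G55770 (2.22) and AT2G02570 (2.16). In siliques 11 genes were at -6.64, AT1G08790, AT1G31430, AT1G50650, AT1G59171 and AT2G16020 among them, and AT2G42760, AT3G25810, AT3G47100 and AT4G23510 were at 6.64. *BIN4*, a component of DNA topoisomerase VI needed for endoreduplication, was next at 3.18, with 1.34 in open flowers and -6.64 in flower buds. Shared probes averaged in brought AT5G56840 to -2.34, AT5G03870 to -2.95, AT5G02920 to 1.43, AT1G10400 to 1.398 and AT5G55770 to 1.28 in open flowers, and AT1G50650 to -3.31 and AT4G23510 to 3.13 in siliques.

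9 genes, *SWEET9* and *BIN4* among them, were at least 2-fold higher in both open flowers and siliques, where 0.854 would be expected if the stages were unrelated. In both flower buds and open flowers 14 genes were at least 2-fold higher, where 0.765 would be expected, and 12 of them are outside Supplementary Table 1. They include AT3G53770, at 1.86 in open flowers, and AT1G48200, at 1.71. Ratios of the stages are correlated across genes, so an excess over these expected numbers singles out neither set. Genes at least 2-fold lower in both stages exceeded them too. They were 82 for flower buds and open flowers, where 6.68 would be expected, and 58 for open flowers and siliques, where 3.59 would be. The empty spots are too few to set a level for such counts.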
